# ERK Activation Modulates Cancer Stemness and Motility of a Novel Mouse Oral Squamous Cell Carcinoma Cell Line

**DOI:** 10.3390/cancers12010061

**Published:** 2019-12-24

**Authors:** Yu-Lin Chen, Ko-Jiunn Liu, Chuan-Wei Jang, Chia-Chun Hsu, Yi-Chen Yen, Yi-Ling Liu, Tsung-Hsien Chuang, Ssu-Han Wang, Yu-Ke Fu, Ching-Chuan Kuo, Ya-Wen Chen

**Keywords:** oral squamous cell carcinoma, syngeneic mouse cell line, migration, cancer stemness, ERK activation

## Abstract

We established the NHRI-HN1 cell line from a mouse tongue tumor induced by 4-nitroquinoline 1-oxide (4-NQO)/arecoline, with further selection for cell stemness via in vitro sphere culture, to evaluate potential immunotherapies for oral squamous cell carcinoma (OSCC) in East and Southeast Asia. In vivo and in vitro phenotypic characterization, including tumor growth, immune modulator administration, gene expression, morphology, migration, invasion, and sphere formation assays, were conducted. NHRI-HN1 cells are capable of generating orthotopic tumors in syngeneic mice. Interestingly, immune stimulation via CpG oligodeoxynucleotide (CpG-ODN) dramatically reduced the tumor growth in NHRI-HN1 cell-injected syngeneic mice. The pathways enriched in genes that were differentially expressed in NHRI-HN1 cells when compared to non-tumorigenic cells were similar to those that were identified when comparing human OSCC and non-tumorous tissues. NHRI-HN1 cells have characteristics of epithelial–mesenchymal transition (EMT), including enhanced migration and invasion. NHRI-HN1 cells showed aggressive cell growth and sphere formation. The blockage of extracellular signal-regulated kinase (ERK) activation suppressed cell migration and reduced stemness characteristics in NHRI-HN1 cells, similar to human OSCC cell lines. Our data suggest that NHRI-HN1 cells, showing tumorigenic characteristics of EMT, cancer stemness, and ERK activation, are sufficient in modeling human OSCC and also competent for use in investigating oral cancer immunotherapies.

## 1. Introduction

Oral squamous cell carcinoma (OSCC), which is a subset of head and neck squamous cell carcinoma (HNSCC), is one of the most common human malignancies [1], and its incidence has risen recently [2]. Patients with OSCC continue to have poor prognosis, with an estimated five-year overall disease-free survival rate of ~50%, despite significant advances in conventional and combination treatments [3]. Targeted cancer therapy might provide more effective treatment and it is less harmful to normal cells. Until recently, cetuximab was the only targeted therapy approved for HNSCC [4]. Recently, the FDA (Food and Drug Administration) approved the immune checkpoint programmed cell death protein 1 (PD-1) inhibitor pembrolizumab for the treatment of HNSCC, regardless of human papillomavirus expression [5]. The activation of immune response leads to better tumor control, suggesting a crucial role for immunosuppression in disease progression. However, the treatment might impact immune response and therapeutic outcome in unexpected ways. Therefore, it is important to fully characterize immunoresponse to novel OSCC therapies in vivo.

Mouse models can closely mimic human oral squamous epithelial carcinogenesis and they are instrumental in studying tumor initiation and development, as well as testing new therapeutic strategies [6]. Traditionally, patient-derived xenograft models using immunocompromised mice have been instrumental in the development of novel cancer treatments. However, these models are not suitable for investigating the complicated interplay of tumor cells and host immune factors in malignant transformation and metastatic progression. Several immunocompetent mouse oral cancer model systems have been developed, but each of them has different limitations and challenges [7]. Genetically engineered mouse models have long latencies, limited tumor mutational burden, and minimal genetic diversity [8]. Chemically induced tumor models require protracted multi-step carcinogenesis. In contrast, syngeneic models have short latencies, high reproducibility, and a higher throughput. For these advantages, they have been heavily used in cancer immunology research for decades [7]. In East and Southeast Asia, most OSCC patients have betel quid chewing and smoking habits [9]. Unfortunately, few available mouse cell lines demonstrate the characteristics of OSCC in this region [10]. It is imperative to establish a mouse cell line that models the OSCC that is prevalent among East and Southeast Asian patients.

Appropriate mouse OSCC cell lines mimic the characteristics of human OSCC cells [9]. The sustained activation of p53, mitogen-activated protein kinase (MAPK), WNT, and PI3K/AKT/mTOR pathways signal proliferation in OSCC cells [11,12], and epithelial-mesenchymal transition (EMT) is a very conserved, naturally occurring transdifferentiation process by which a polarized epithelial cell develops a mesenchymal phenotype. The EMT of cancer cells has been associated with increased tumor invasiveness, metastasis, recurrence, and poor clinical outcomes [13]. The culmination of EMT is marked by an up-regulation of transcriptional repressors of epithelial genes or activators of mesenchymal genes, such as Snail, Slug, Zeb1/2, and Twist. The repressors inhibit E-cadherin expression, which is central to maintaining the epithelial phenotype. Concomitantly, the expression of mesenchymal proteins, such as N-cadherin, vimentin, fibronectin, fibroblast-specific protein-1, and α-smooth muscle actin (α-SMA) is increased. The actin cytoskeleton, cell morphology, and cell behavior also change dramatically during EMT [14]. Among cancer cells, cancer stem cells (CSCs) are a highly tumorigenic subpopulation that can self-renew and differentiate into heterogeneous cell types. CSCs are thought to play a role in tumor recurrence and metastasis [15], and they are considered one of the critical factors that contribute to tumor heterogeneity, aggressiveness, and resistance to therapy [13]. An important characteristic of CSCs is expression of pluripotent transcription factors, such as Oct4 and Nanog, which are well known for their role in reprograming somatic cells into a stem cell-like state. There is evidence that upregulated stemness-associated transcription factors play a role in tumorigenic transformation, tumorigenicity, metastasis, and distant recurrence after chemotherapy or radiotherapy [16].

In this study, we established and characterized a novel murine OSCC cell line, NHRI-HN1. We also demonstrated that NHRI-HN1 is highly tumorigenic in vivo and it can produce syngeneic tumors by orthotopic injection into immunocompetent hosts. The stimulation of host immunity dramatically affected the tumorigenic process, illustrating the model’s advantage for studying tumor-host immune system interactions. NHRI-HN1 cells demonstrated similar gene expression and signaling pathway modulation as compared to human OSCC tissues. As in human OSCC cell lines, MAPK kinase inhibitors suppressed NHRI-HN1’s enhanced migration and cancer stemness, which suggests an essential role for extracellular signal-regulated kinase (ERK) activation in modulating cell motility and stemness in NHRI-HN1 cells and human oral cancer cells.

## 2. Results

### 2.1. Establishment of Two Mouse OSCC Cell Lines from Carcinogen-Induced OSCC Mice

C57BL/6 mice with OSCC of the tongue, established through co-administration of 4-NQO and arecoline, were sacrificed, and the tumors were carefully separated into two parts. One part was processed for histopathology and it demonstrated characteristics of well-differentiated squamous cell carcinomas with keratinization and keratin-pearl formation (Figure 1A). The other part was minced for culture, as illustrated in Figure S1A. Two mouse OSCC cell lines, M1-2 and M2-3, were established from two separate mouse tumor specimens. The tumor cells attached tightly to the culture dish and showed typical squamous cell morphology. The M1-2 and M2-3 primary culture showed a heterogeneous cell population at the P2 stage. After continuous passages, most of the M1-2 cells at P21 stage grew with typical cobblestone-like epithelioid morphology (Figure 1B). Similarly, the M2-3 cells developed a typical cobblestone-like epithelioid morphology with tight adhesion at the P14 stage (Figure 1B). PCR detection with species-specific Cox I primers confirmed the murine origin of the M1-2 and M2-3 cells (Figure S1B).

The detection of short tandem repeat (STR) markers confirmed the B6 (C57BL/6Jnarl) mouse strain origin of both cell lines (Table S1). Distinctive spindle-shaped and polygonal cells were observed in the M1-2 and M2-3 cultures, respectively (Figure 1C). The cells retained similar morphological compositions for over 50 passages. Immunostaining with antibodies against epithelial antigens, such as pan-cytokeratin (pan-CK, Figure 1C) and the lack of expression of α-smooth muscle actin (α-SMA), ascertained the cells’ epithelial nature (Figure S2A) [17]. Epidermal growth factor receptor (EGFR) has been reported to be expressed in human cancers of epithelial origin [18]. M1-2 and M2-3 cells both demonstrated cytoplasmic and nuclear EGFR expression (Figure 1C). By MTS cell proliferation assay, the cell growth rate was higher in M2-3 cells than in M1-2 cells (Figure 1D).

### 2.2. Tumor Growth of Mouse OSCC Cells in Immunocompromised Mice and Syngeneic Mice

After subcutaneous injection into nude mice, M1-2 and M2-3 cells developed into tumors with an efficiency of 33% (*n* = 3; 95% confidence interval (CI) 6–79%) and 67% (*n* = 3; 95% CI 21–94%) at 98 days post-injection, respectively (Table 1). The subcutaneous tumor weights were 0.11 g (*n* = 1) and 0.575 ± 0.145 g (*n* = 2) for mice receiving M1-2 and M2-3 cells, respectively (Figure 2A and Figure S3A). The tumor volumes were also larger in the M2-3-injected mice (Figure 2A). Hematoxylin and eosin (H&E)-stained histological sections of the heterotransplanted subcutaneous tumors demonstrated the characteristics of well-differentiated squamous cell carcinoma with keratinization (Figure 2B). Additionally, the subcutaneous tumors of M1-2 and M2-3 cells showed strong pan-CK staining by immunohistochemistry (IHC), which confirmed epithelial carcinoma characteristics (Figure 2B). However, the M1-2 and M2-3 cells failed to develop any tumors after orthotopic injection into the oral cavity of syngeneic B6 mice (*n* = 3) by at least three months post-inoculation (Table 1).

### 2.3. Tumor Growth of In Vitro Selected Mouse OSCC Cells in Immunocompromised and Immunocompetent Mice

Two sublines enriched for more tumorigenic cells, NHRI-HN1 and NHRI-HN2, were established from M1-2 and M2-3 cells, respectively, through in vitro selection by sphere culture (Figure S2B). At 42 days post-subcutaneous injection into immunodeficient mice, only NHRI-HN1 cells developed into tumors, with an average weight of 0.4275 ± 0.1014 g (*n* = 4; Table 1, Figure 2C and Figure S3B). After the orthotopic injection of NHRI-HN1 and NHRI-HN2 cells into the oral cavity of B6 mice, only NHRI-HN1 cells generated tumors, with an average weight of 0.291 ± 0.04704 g (*n* = 20; Table 1, Figure 2D and Figure S3C).

In another set of experiments, NHRI-HN1 cells developed into orthotopic tumors with an average weight of 0.4614 ± 0.0688 g (*n* = 7) and 0.2184 ± 0.075 g (*n* = 7) in nude mice and B6 mice, respectively (Figure 2E and Figure S3D–E). H&E stained tissue sections of the orthotopic tumors of NHRI-HN1 cells demonstrated characteristics of sarcomatous differentiation, including the presence of pleomorphic spindle tumor cells and occasional multinucleated giant cells (Figure 2F). The expression of pan-CK and EGFR was also detected in the orthotopic tumors (Figure 2F). The tumors developed in B6 mice, although smaller, have more Ki-67-positive cells (29.46 ± 1.526%) when compared to those in nude mice (18.35 ± 0.9975%; Figure 2G). Our data suggested that immune response plays a suppressive role in tumor growth of NHRI-HN1 cells in syngeneic mice.

### 2.4. Effects of Immune Modulation on Syngeneic OSCC Tumors

We performed peritumoral injection of an oligonucleotide containing immunostimulatory CpG motifs (CpG-ODN). CpG-ODN signals through toll-like receptor 9 to stimulate both innate and adaptive immune responses to eliminate tumor cells to understand whether host immune response affects NHRI-HN1 cell-derived orthotopic tumor development [19]. The weight and volume of orthotopic tumors in mice receiving CpG-ODN injection were markedly reduced as compared to those injected with phosphate buffered saline (PBS) following the scheme that is shown in Figure 3A (*n* = 6, *p* < 0.001; Figure 3B and Figure S3F). Histological examination of tumors that were treated with CpG-ODN revealed a significant increase in the number of tumor-infiltrating CD8^+^ T cells (Figure 3C,D). No substantial difference in the numbers of infiltrating CD4^+^ cells was found between CpG-ODN-treated and control tumors (Figure 3C,D). These results suggest that the NHRI-HN1 cell-generated syngeneic model is suitable for investigating the effectiveness of immunotherapy for head and neck cancers.

### 2.5. Epithelial Mesenchymal Transition, Migration and Invasion in NHRI-HN1 Cells

We performed gene expression analysis between tumorigenic NHRI-HN1 cells and non-tumorigenic cells, including M1-2, M2-3, and NHRI-HN2 cells, to identify the hallmark pathways related to the tumorigenic potential of NHRI-HN1 cells in syngeneic mice. 

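RNA of 4 mouse cell lines was measured on the Affymetrix Mouse Clariom S array, with 1 array for each line. M1-2 and M2-3 were cultured from separate carcinogen-induced tongue tumors. Sphere culture, which favors cells that grow without attachment, gave NHRI-HN1 from M1-2 and NHRI-HN2 from M2-3. NHRI-HN1 was the tumorigenic line in B6 mice, and M1-2, M2-3 and NHRI-HN2 made up the non-tumorigenic group (Table 1). The authors computed the expression values with Partek Genomics Suite and deposited them on a scale taken here as log2; the highest values exceed the plain log2 of a usual scanner signal, so 2-fold refers to 1 unit of this scale. The background correction and normalization are not given in the sources used here. The upper quartiles were 8.97 in M1-2, 8.96 in NHRI-HN1, 9.24 in M2-3 and 9.20 in NHRI-HN2. The lower quartiles lay between 3.02 and 3.16, so a gene near 3 is close to the dimmest signals of these arrays, and a difference against such a value depends on the background. Of 22206 probe sets, 19572 carried 1 gene symbol and 2634 were unnamed here. The 19505 named genes were compared between NHRI-HN1 and the mean of the 3 other lines with limma, with Benjamini-Hochberg adjustment. The error of this comparison is the spread between the 3 non-tumorigenic lines, with 2 residual degrees of freedom. The lone NHRI-HN1 array is assumed to vary like them. NHRI-HN2 derives from M2-3, so these 3 lines are not independent, while the test treats them as if they were and its p-values can be too small. The contrast holds the step from M1-2 to NHRI-HN1 together with differences between the tumors of origin, so values against M1-2 alone are given where they change the result. These have no replicate; a fit with the tumor of origin as a block tests the same difference, with its error taken from NHRI-HN2 and M2-3 at 1 residual degree of freedom. The Hallmark collection named in the methods was not used here. Gene lists of the same names, and lists of cell type markers, were written by hand before the data were examined and tested with camera, a competitive test of a list against all other genes. In arrays simulated for this comparison over the same genes, differences of 2, 4, 6 and 8 on the log2 scale were called in 4%, 22%, 60% and 66% of 50 genes each, so many true differences would be missed.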

The dataset is available in GEO/GSE139282. 

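NHRI-HN1 lay closest to its parent. Over 19505 genes, its Euclidean distance on the log2 scale was 195 from M1-2, 224 from NHRI-HN2 and 258 from M2-3. M2-3 and NHRI-HN2 were the closest pair of all, at 115. M1-2 was 187 from NHRI-HN2 and 227 from M2-3, and so lay nearer to NHRI-HN1 than to M2-3. Genes at least 2-fold apart numbered 4734 between NHRI-HN1 and M1-2 and 2377 between NHRI-HN2 and M2-3. The first principal component held 63.3% of the variance and ordered the lines by tumor of origin, with NHRI-HN1 at -130, M1-2 at -62.1, NHRI-HN2 at 72.7 and M2-3 at 119. The second held 28.1% and set M1-2 at -106 apart from NHRI-HN1 at 76.7, with M2-3 at 25.7 and NHRI-HN2 at 3.98 between them. The mean distance of NHRI-HN1 to the 3 other lines was 1.28 times the mean distance among these 3. The same ratio was 1.02 with M1-2 as the line set apart, 0.99 with M2-3 and 0.77 with NHRI-HN2. The ratios for M2-3 and NHRI-HN2 are lowered by the closeness of this pair. With 1 array per line these distances have no test. The human tissue arrays set beside the mouse lines were not analysed here.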

The principal component analysis (PCA)-based clustering assessment showed that NHRI-HN1 cells were slightly separated from the cluster of non-tumorigenic cells, similar to human OSCC and adjacent non-tumorigenic tissues (GSE37991; Figure S4A,B). We found myogenesis, interferon-alpha, interferon-gamma, epithelial mesenchymal transition (EMT), and down-regulated UV response highly expressed in NHRI-HN1 cells by gene set enrichment analysis (GSEA). 

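Skeletal muscle genes formed the most uniform group among the genes higher in NHRI-HN1. Of 21 skeletal muscle markers, 6 rose and none fell at an adjusted p under 0.05 from limma (19 rose when adjusted over the list alone), and 18 lay at least 2-fold above all 3 other lines. Myog, the transcription factor of myoblast differentiation, was 12.25 in NHRI-HN1 and 3.46 to 4.17 in the other lines. Mylpf, a fast myosin light chain, was 13.74 against 4.06 to 5.17, and Chrna1, a subunit of the muscle acetylcholine receptor, was 11.68 against 2.68 to 4.19. Des, the muscle intermediate filament desmin, was 14.35 against 2.25 to 5.26, with an adjusted p of 0.062 from limma. The markers' median log2 difference was 3.66 (camera, adjusted p = 7.6e-25; adjusted p = 0.72 with an estimated correlation). The myogenesis list, which holds 17 of these markers, had 187 measured genes, of which 14 rose and 1 fell (46 and 4 adjusted over the list alone). Myl4 and Myl1, myosin light chains of embryonic and fast muscle, rose by 10.75 and 10.10 on the log2 scale (standard errors 0.64 and 0.59, adjusted p = 0.034 for both from limma). Mymk, the membrane protein that drives myoblast fusion, rose by 10.49 (standard error 0.79, adjusted p = 0.034 from limma). The median difference of the myogenesis list was 0.77 (camera, adjusted p = 2.8e-10; adjusted p = 0.72 with an estimated correlation), and 0.42 against M1-2 alone.

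**Figure D1:**
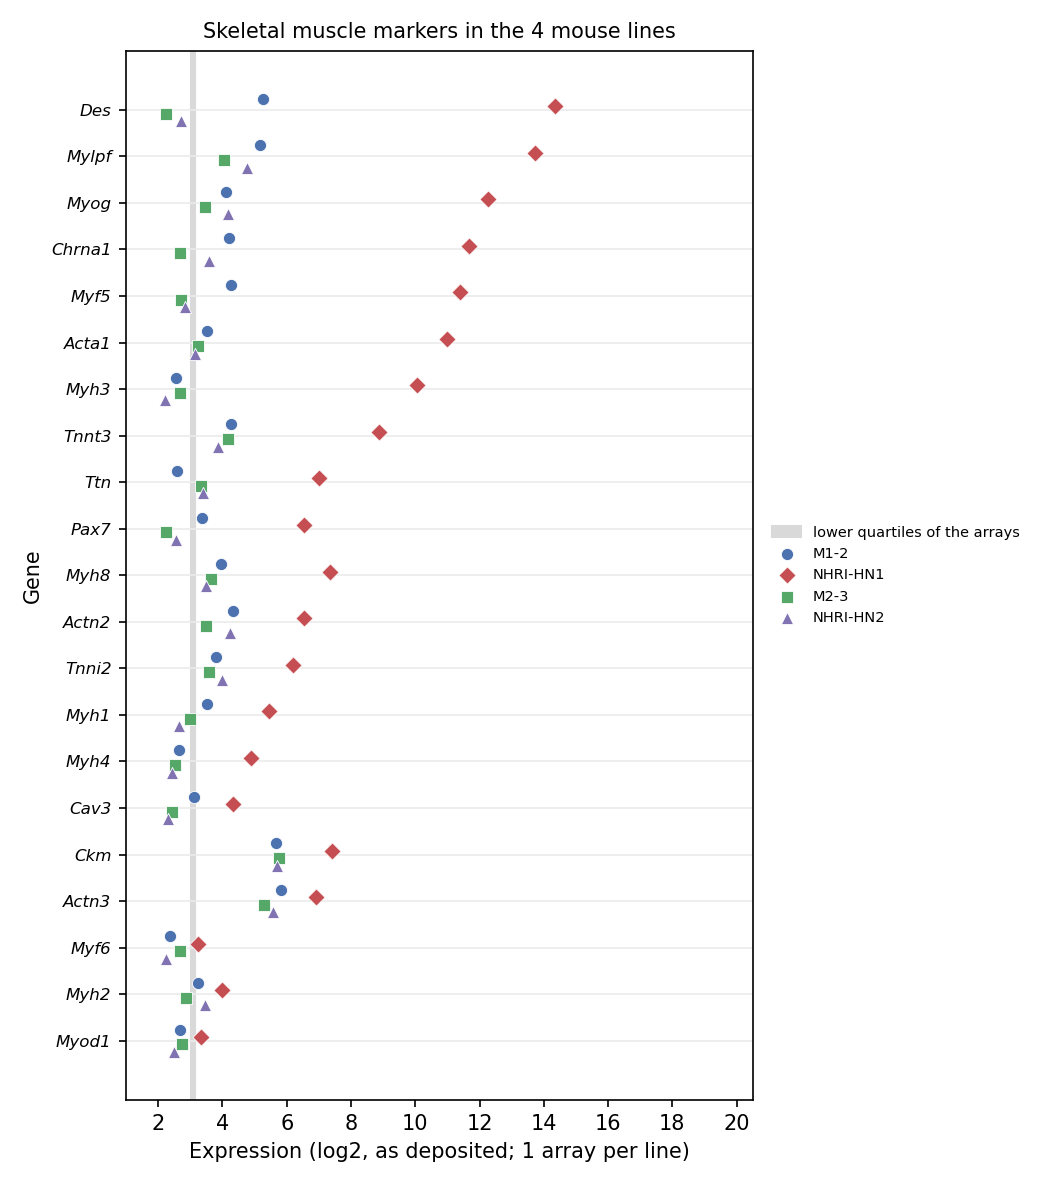
Expression (log2, as deposited) of the 21 skeletal muscle markers, 1 point per line and gene, with 1 array per line and no error bars; the gray band spans the lower quartiles of the 4 arrays. NHRI-HN1 lies at 14.35 for Des and 12.25 for Myog, while the other lines lie near the band for most of these genes.

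Interferon-stimulated genes were also raised. Of 86 genes of the interferon-alpha list, 6 rose and 1 fell in NHRI-HN1 (17 and 3 adjusted over the list alone), and 36 lay at least 2-fold above all 3 other lines. Ifit3 and Ifit1, antiviral proteins induced by interferon, were 10.11 and 8.31 higher on the log2 scale (standard error 0.79 for both, adjusted p = 0.034 and 0.038 from limma). Irf7, a transcription factor of the interferon response, was 13.21 in NHRI-HN1 against 2.93 to 4.32, and Usp18, a brake on interferon signaling, was 12.95 against 4.51 to 5.39. Casp1, the inflammasome protease, went the other way, at 3.29 against 11.15 to 12.68. The median difference of this list was 1.10 (camera, adjusted p = 5.4e-07; adjusted p = 0.72 with an estimated correlation). The interferon-gamma list shares 66 genes with it; of its 171 genes 5 rose (Ifit1, Ifit3, Irf7, Usp18 and Isg15, the last named after its value was seen) and Casp1 fell (15 and 1 adjusted over the list alone), with a median of 0.22 (camera, adjusted p = 0.024; adjusted p = 0.78 with an estimated correlation). Its median was -0.02 against M1-2 alone and 0.36 without M1-2, and camera gave an adjusted p of 0.17 with the tumor of origin as a block and 0.060 without M2-3. The 14 immune cell markers had a median difference of 0.08 (camera, adjusted p = 0.49).

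In the EMT list, 2 of 177 genes rose and 1 fell (6 and 1 adjusted over the list alone). The risen genes were Edil3 and Lama2, both extracellular matrix proteins, named here after their values were seen, at 7.17 and 7.76 above the other lines; the fallen gene was Igfbp2, a binding protein of insulin-like growth factors. Other matrix genes of the list had large differences that did not pass the test, with Col3a1 at 16.55 in NHRI-HN1 against 2.92 to 6.89 (limma, adjusted p = 0.076) and Bgn, encoding biglycan, at 16.31 against 6.21 to 10.27 (limma, adjusted p = 0.19). The median was 0.58 (camera, adjusted p = 0.027; adjusted p = 0.78 with an estimated correlation). Against M1-2 alone the median was -0.20 (camera with the tumor of origin as a block, adjusted p = 0.27), without M2-3 it was 0.05 (camera, adjusted p = 0.52), and without M1-2 it was 1.04. Fibroblast markers moved with this group, at a median of 1.73 over 19 genes (camera, adjusted p = 2.3e-04; adjusted p = 0.72 with an estimated correlation), although limma called none of them (7 higher at an unadjusted p under 0.05, 4 adjusted over the list alone). With the tumor of origin as a block the fibroblast median was 0.48 and did not pass (camera, adjusted p = 0.080), without M2-3 it was 0.69, and without the dimmest genes 2.95. The list of genes lowered by UV did not pass, with 2 of 122 genes risen and none fallen (6 and 4 adjusted over the list alone) and a median of 0.16 (camera, adjusted p = 0.27), or -0.08 against M1-2 alone, 0.49 without M1-2 and 0.03 without M2-3. Its risen genes were Mmp16, a membrane-bound metalloproteinase, by 7.50 and Ptgfr, a prostaglandin receptor named after its value was seen, by 4.89.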

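The genes lowest in NHRI-HN1 were those of keratinocytes. Of 15 keratinocyte markers, 5 fell and none rose at an adjusted p under 0.05 from limma (7 fell when adjusted over the list alone), with a median log2 difference of -8.70 (camera, adjusted p = 6.5e-11; adjusted p = 0.72 with an estimated correlation). Part of this program was already low in the parent, so the median was -2.39 against M1-2 alone. Trp63, the transcription factor of basal keratinocytes, was 4.78 in NHRI-HN1, 6.66 in M1-2, 17.00 in M2-3 and 16.78 in NHRI-HN2.

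**Figure D2:**
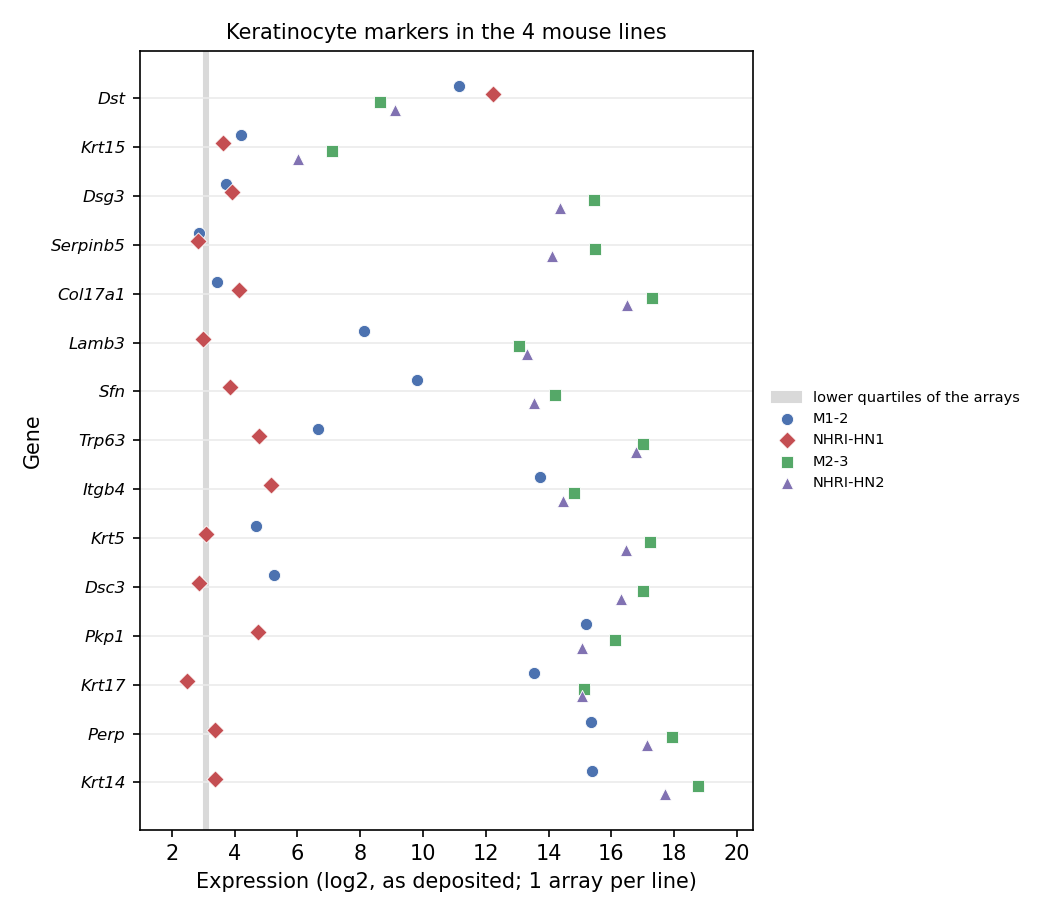
Expression (log2, as deposited) of the 15 keratinocyte markers, 1 point per line and gene, with 1 array per line and no error bars; the gray band spans the lower quartiles of the 4 arrays. For Trp63, M1-2 at 6.66 and NHRI-HN1 at 4.78 lie far below M2-3 and NHRI-HN2.

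The p53 list held several of these epithelial genes. Of 173 genes of the p53 list, 4 fell and 1 rose (9 and 1 adjusted over the list alone), and 33 lay at least 2-fold below all 3 other lines. Perp, a p53 target that is also a desmosomal protein of stratified epithelia, fell by 13.43 on the log2 scale (standard error 1.09, adjusted p = 0.034 from limma). Krt17, a keratin of basal and activated keratinocytes, fell by 12.09 (standard error 0.86), and Itgb4, which anchors basal cells to the basement membrane, fell by 9.19 (standard error 0.67), both at an adjusted p of 0.034 from limma. The other fallen gene was Casp1, with a difference of -8.59, and the gene that rose was Tnni1, a troponin of slow muscle, by 8.28. The median difference was -0.67 (camera, adjusted p = 4.2e-05; adjusted p = 0.72 with an estimated correlation), and -0.28 against M1-2 alone. In the list of TNF-alpha targets via NF-kB, 1 of 185 genes fell and none rose (5 and 2 adjusted over the list alone), while 42 lay at least 2-fold below all 3 other lines. Rel, an NF-kB subunit named after its value was seen, was the fallen gene, with a log2 difference of -6.07. Ier3, an early response gene, was 5.89 in NHRI-HN1 against 12.45 to 14.64 (limma, adjusted p = 0.066). The median was -0.61 (camera, adjusted p = 5.7e-04; adjusted p = 0.73 with an estimated correlation).

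Of 162 genes of the late estrogen response, 2 fell and none rose (5 and 4 adjusted over the list alone). They were Perp and Cdh1, again epithelial genes, and the median of -0.33 did not pass (camera, adjusted p = 0.11). This median was 0.02 against M1-2 alone, and camera gave an adjusted p of 0.024 without M1-2. Of 176 genes of the early estrogen response, limma called none (20 lower and 13 higher at an unadjusted p under 0.05, 3 and 2 adjusted over the list alone), and the median of -0.29 did not pass either (camera, adjusted p = 0.064). It passed with the tumor of origin as a block (camera, adjusted p = 0.038) and without M2-3 (camera, adjusted p = 0.021), and without the dimmest genes the median was -0.44. In the cholesterol homeostasis list of 65 genes, limma called none (9 lower and 5 higher at an unadjusted p under 0.05, none when adjusted over the list alone). Mal2, a protein of apical transport in epithelia, was 2.43 in NHRI-HN1 against 5.36 to 11.12, and the chemokine Cxcl16 was 5.31 against 8.57 to 11.77. The median was -0.43 (camera, adjusted p = 0.029; adjusted p = 0.74 with an estimated correlation) and -0.84 against M1-2 alone. The camera call ended with quantile normalization, without the dimmest genes, without an intensity trend and without M1-2 (median -0.28). It held without M2-3 (median -0.535), without NHRI-HN2 (-0.51) and with the tumor of origin as a block (-0.84).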

The p53 pathway, tumor necrosis factor-alpha (TNF-α) signature via nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), estrogen late response, estrogen early response, and cholesterol homeostasis were down-regulated when compared to non-tumorigenic cells (Figure 4A). Interestingly, the pathways that were enriched in differentially expressed genes when comparing NHRI-HN1 cells and non-tumorigenic cells resembled those that were differentially expressed when comparing human OSCC tissues and adjacent noncancerous tissues (Figure S4C). Both analyses demonstrated up-regulated interferon response and EMT pathways, as well as down-regulated lipid metabolism, supporting NHRI-HN1 cells as a reliable model for the study of human oral cancers.

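In the mouse lines, limma called 99 genes higher and 22 genes lower in NHRI-HN1 than in the 3 non-tumorigenic lines. Peg10 and Peg3, imprinted genes expressed from the paternal allele, showed the largest rises among these called genes, by 12.11 and 11.32 on the log2 scale (standard errors 1.07 and 1.00, adjusted p = 0.035 for both from limma). The other 8 of the 10 largest called rises were the muscle genes Myl4, Mymk and Myl1, the interferon-stimulated genes Ifit3, Ifit3b and Irf7, the neuronal membrane protein Lrrn1 and the collagen receptor Ddr2. Ifit3b, at 13.37 in NHRI-HN1 against 3.33 to 4.09, is a close paralog of Ifit3, and whether its probes tell the 2 apart was not examined. Ddr2 was 13.42 against 3.68 to 5.14, and Lrrn1 13.43 against 3.58 to 5.24. Keratins and adhesion genes of epithelia were among the largest falls of the called genes. Krt14, the keratin of basal keratinocytes, fell by 13.89 (standard error 1.35, adjusted p = 0.040 from limma) and Tns4, a focal adhesion protein, fell by 13.40 (standard error 0.95, adjusted p = 0.034 from limma). Perp, Krt17, Cdh1, Anxa8, Pkp1, Itgb4, Igfbp2 and Stxbp2 completed the 10 largest called falls, with Pkp1, a desmosomal plaque protein, at 4.74 against 15.06 to 16.10 and Anxa8, an annexin of epithelia, at 3.46 against 13.12 to 15.32.

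With M1-2, M2-3 or NHRI-HN2 set against the rest in the same way, limma called no gene (1101, 744 and 291 at an unadjusted p under 0.05, against 1814 for NHRI-HN1). By size alone, 1147 genes lay at least 2-fold above and 974 at least 2-fold below all 3 other lines in NHRI-HN1, against 846 and 696 for M1-2, 594 and 621 for M2-3 and 184 and 80 for NHRI-HN2. Simulated arrays in which no gene differed gave 554 and 535. They treat the lines as unrelated, while these pair by parent, so these counts are no exact baseline, and NHRI-HN2 lay far below them. M2-3 and NHRI-HN2 were the closest pair, so with either set apart the other stayed among the rest. Fewer genes can then lie beyond the rest, and low counts for M2-3 and NHRI-HN2 say little about whether NHRI-HN1 stands out. Camera also called lists with M1-2, M2-3 or NHRI-HN2 set apart, so a list call alone does not mark NHRI-HN1 out. The interferon-alpha list had a median of -1.19 with M2-3 set apart and 1.10 with NHRI-HN1. For the TNF-alpha list it was 0.49 with NHRI-HN2 set apart and -0.61 with NHRI-HN1. The limma counts rest on 3 lines: without M1-2 they were 370 and 337, and none was called without M2-3, without NHRI-HN2, without an intensity trend or with the tumor of origin as a block (1214, 993, 1947 and 2708 genes at an unadjusted p under 0.05).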

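The lipid genes with the clearest difference were those of sterol synthesis. Of 19 enzymes and targets of SREBP2, the regulator of cholesterol synthesis, 17 were at least 2-fold lower in NHRI-HN1 than in M1-2, with a median of -2.91 for this pair of arrays. Hmgcs1, which makes the precursor of mevalonate, was 12.68 in NHRI-HN1 and 15.59 in M1-2; Sqle, the squalene epoxidase, was 8.90 and 13.08; and Dhcr7, which catalyzes the last step of cholesterol synthesis, was 9.17 and 13.68. M1-2 was also the highest line for these 3 genes, and the same list was -1.43 against the 3 lines together (camera, adjusted p = 0.0028; adjusted p = 0.78 with an estimated correlation), and without M1-2 it was -0.67 and did not pass (camera, adjusted p = 0.095). Limma called none of its genes (4 lower and 1 higher at an unadjusted p under 0.05, none when adjusted over the list alone). Insig1, a brake on the pathway and itself a target of SREBP2, went the other way, at 13.57 in NHRI-HN1 against 10.28 to 12.20. M1-2 was the highest line for every other gene of this list. The median level of the list was 13.08 in M1-2, 11.13 in M2-3, 10.21 in NHRI-HN1 and 10.18 in NHRI-HN2. By median level NHRI-HN1 thus lay near NHRI-HN2, and the list was high in M1-2. Gene by gene, 7 of the 19 were at least 2-fold below all 3 other lines in NHRI-HN1 and 1 at least 2-fold above. Over all 19505 genes, 974 lay at least 2-fold below. NHRI-HN2 was also lower than its own parent over this list, with a median of -0.87. For 22 genes of fatty acid and triglyceride synthesis the median was -0.25 (camera, adjusted p = 0.49) and -0.59 against M1-2 alone, at the 1.98th percentile of matched random lists. The 22 genes of fatty acid oxidation had a median of -0.15 and a mean of 0.23 (camera, adjusted p = 0.93). Limma called none in either list (2 and 1 higher and 2 and 1 lower at an unadjusted p under 0.05; 1 higher and 1 lower in the synthesis list when adjusted over the list alone).

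The interferon-alpha list was 0.68 above M1-2 in median, and 0.64 higher in NHRI-HN2 than in M2-3. Genes of antigen presentation by MHC class I, many of them induced by interferon, differed by 0.47 from the 3 lines together (camera, adjusted p = 0.53), and passed in opposite directions with the tumor of origin as a block (camera, adjusted p = 4.4e-04, lower) and without M1-2 (camera, adjusted p = 0.0023, higher). Against the parent, 12 of the 18 genes were at least 2-fold lower and 0 at least 2-fold higher. H2-K1 was 13.26 in NHRI-HN1 and 15.62 in M1-2, and H2-D1 was 11.11 and 13.71. Psme1 and Erap1 went the other way, at 15.57 and 15.09 and at 10.28 and 9.86. The paper reasons from the raised interferon response and EMT pathways and the lowered lipid metabolism, which it describes in both the mouse lines and the human tissues, and presents this as support for NHRI-HN1 as a reliable model to study oral cancer.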

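NHRI-HN1 had lost the mRNA of E-cadherin, while Vim, Fn1 and Cdh2, genes of mesenchymal cells, were already high in M1-2. Cdh1, which encodes E-cadherin, was 3.71 in NHRI-HN1 and 14.82 in M1-2, 16.31 in M2-3 and 16.06 in NHRI-HN2, a difference of -12.02 on the log2 scale (standard error 0.77, adjusted p = 0.034 from limma). Dsp, which encodes desmoplakin of the desmosomes, was 2.67 against 12.42 to 15.53 (limma, adjusted p = 0.051). Of 34 genes of epithelial adhesion and polarity, 2 fell and none rose (4 and none adjusted over the list alone), with a median of -3.08 (camera, adjusted p = 4.4e-06; adjusted p = 0.72 with an estimated correlation) and of -0.11 against M1-2 alone. The median level of this adhesion list was 3.47 in M1-2 and 3.16 in NHRI-HN1, near the dimmest signals. Against M1-2, 8 of its genes were at least 2-fold lower and 0 at least 2-fold higher. Vim, which encodes vimentin, was 17.99 in NHRI-HN1, 17.12 in M1-2, 14.74 in NHRI-HN2 and 6.90 in M2-3. Fn1, for fibronectin, was 16.20 in NHRI-HN1 and 17.26 in M1-2, and Cdh2, for N-cadherin, was 12.38 and 14.28. S100a4, a calcium-binding protein of motile cells, was 15.82 in NHRI-HN1 and 11.16 in M1-2. Neither these 4 mesenchymal genes nor any of 9 EMT transcription factors passed limma (2 of the 9 were higher at an unadjusted p under 0.05, none when adjusted over the list alone). As a list the transcription factors had a median of 1.91 (camera, adjusted p = 0.012; adjusted p = 0.72 with an estimated correlation), and with the tumor of origin as a block it was 1.19, which did not pass (camera, adjusted p = 0.080). Among the 9 factors, 5 were at least 2-fold higher in NHRI-HN1 than in M1-2 and 0 at least 2-fold lower. Zeb1 was 13.37 in NHRI-HN1 and 11.95 in M1-2, Twist1 was 7.37 and 7.35, and Snai1 was 5.38 and 5.32. Snai2 was 15.09 in NHRI-HN1 and 13.90 in M1-2, and higher still in M2-3 and NHRI-HN2. Each value is 1 array, so the differences between NHRI-HN1 and M1-2 have no replicate check.

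**Figure D3:**
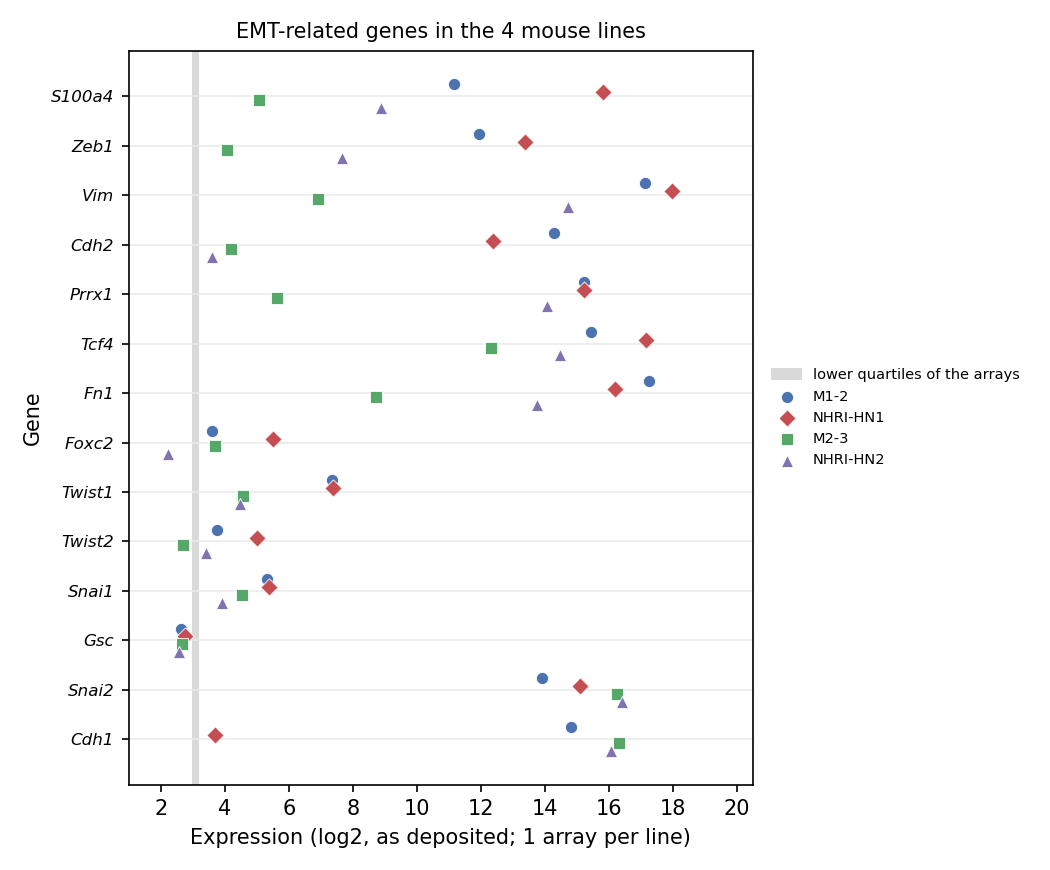
Expression (log2, as deposited) of 9 EMT transcription factors with Cdh1, Cdh2, Vim, Fn1 and S100a4, 1 point per line and gene, with 1 array per line and no error bars; the gray band spans the lower quartiles of the 4 arrays. Cdh1 is 3.71 in NHRI-HN1 and at least 14.82 in the other lines, and for Vim M2-3 lies apart at 6.90.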

We examined the morphology of M1-2 and NHRI-HN1 cells to explore the effects of marked upregulation of EMT signature genes in tumorigenic NHRI-HN1 cells and human OSCC tissues (Figure S4D,E). These cell types are morphologically similar under the phase-contrast microscope (Figure 4B), but the NHRI-HN1 cells displayed less adhesiveness than M1-2 cells by adhesion assay (Figure 4C). Phalloidin staining revealed a more mesenchymal-like actin filament organization in NHRI-HN1 cells (Figure 4D). Immunostaining with anti-pan-CK and EGFR antibodies, with notable EGFR staining (Figure 4D) and the absence of α-SMA expression (Figure S2A) confirmed the carcinoma-like nature of NHRI-HN1. Immunoblot analysis showed decreased E-cadherin (an epithelial cell marker) and increased Vimentin (a mesenchymal cell marker) expression in NHRI-HN1 cells when compared to M1-2 cells (Figure 4E). NHRI-HN1 cells demonstrated increased expression of EMT-related transcription factors, including Twist and Slug, as well as enhanced migration and invasion activities as compared to the parental M1-2 cells, as assessed by transwell migration assays (Figure 4E–G). Our data indicate that EMT had occurred in the NHRI-HN1 cells.

### 2.6. Cell Growth and Cancer Stemness Characteristics of NHRI-HN1 Cells

NHRI-HN1 cells have a higher growth rate than M1-2 cells (Figure 5A). Consistently higher percentages of NHRI-HN1 cells in G2/M phase of the cell cycle were detected 24 h after serum stimulation (Figure 5B). The sphere formation assay showed that NHRI-HN1 cells formed spheroids more efficiently (greater size and number of spheres) than M1-2 cells (Figure 5C). Prominin-1 (CD133) and CD44 are stemness-related markers found in a variety of human tumors, including oral cancer, and the expression of these markers has been associated with the survival and prognosis of OSCC patients [20,21,22]. Fluorescence-activated cell sorter (FACS) analysis using anti-Prominin-1 and anti-CD44 showed that 0.075% of Prominin-1^+^/CD44^+^ cells were detected in NHRI-HN1 cells, whereas only 0.062% of double-positive cells were observed in the M1-2 cells (Figure 5D). We also analyzed the expression of stemness-related transcription factors, such as Klf4, Nanog, and Oct4 [23], and found an elevated expression of Klf4 and Nanog in NHRI-HN1 cells as compared to M1-2 cells (Figure 5E).

### 2.7. Inhibition of ERK Activation Impairs Cancer Stemness and Migration in NHRI-HN1 Cells

Next, we investigated possible intracellular signaling pathways contributing to the differences between M1-2 and NHRI-HN1 cells. We found minimal differences in levels of the phospho- serine/threonine kinase AKT, phospho-NF-kB p65, phospho-signal transducer and activator of transcription 3 (p-Stat3), and phospho-Src between M1-2 and NHRI-HN1 cells (Figure S5A). The greatest differences between M1-2 and NHRI-HN1 cells were detected in levels of phosphorylated EGFR (p-EGFR) and phosphorylated ERK (p-ERK Thr202/Tyr204) (Figure 6A). EGFR activation by serum stimulation occurred in M1-2 cells, while EGFR was constitutively dephosphorylated in the NHRI-HN1 cells (Figure 6A). We sequenced EGFR cDNA synthesized from NHRI-HN1 cells to determine whether EGFR mutation was associated with constitutive dephosphorylation. No mutation was found. The EGFR inhibitor gefitinib consistently blocked the recombinant epidermal growth factor (EGF)-induced phosphorylation of EGFR and AKT, indicating that the EGF-EGFR-AKT signaling was intact in NHRI-HN1 cells, although with reduced sensitivity (Figure S5B). Gefitinib partially inhibited EGF-induced ERK phosphorylation, but it had no effect on the basal level of ERK phosphorylation in NHRI-HN1 cells (Figure S5B).

Additionally, the basal level of ERK phosphorylation was higher in NHRI-HN1 cells than in M1-2 cells under serum starvation (Figure 6A), which indicated constitutively active ERK in NHRI-HN1 cells. ERK activation was also demonstrated in some human OSCC cells, including OC3, OEC-M1, TW2.6, and SAS, as compared to dysplastic oral keratinocytes (DOKs) (Figure S6A). The mitogen-activated protein kinase (MAPK) kinase inhibitor PD98059 suppressed ERK phosphorylation in NHRI-HN1 cells (Figure S5C) and it had slight inhibitory effects on cell growth of NHRI-HN1 cells on day 3 (Figure 6B), while PD98059 treatment inhibited the number of NHRI-HN1 cell spheres (Figure 6C). The relative amounts of Prominin-1^+^/CD44^+^ cells were significantly suppressed in PD98059-treated NHRI-HN1 cells (Figure 6D), and the migration activity of NHRI-HN1 cells was markedly diminished by PD98059 treatment in a dose-dependent manner (Figure 6E). However, PD98059 treatment did not lead to changes in the shape of NHRI-HN1 cells when compared to untreated controls (Figure 6F). Immunoblot analysis showed decreased Nanog expression in PD98059-treated NHRI-HN1 cells as compared to the untreated cells, but no differences in the expression of the other stemness- and EMT-related proteins assessed (Figure 6G). The blocking ERK activation in human SAS and OEC-M1 cells did not affect cell growth (Figure S6B), but it did suppress sphere formation (Figure S6C) and cell motility (Figure S6D). Our data indicate that ERK activation is required for enhanced cancer stemness and the migration of NHRI-HN1 and human OSCC cells.

## 3. Discussion

Syngeneic mouse tumor models are historically and currently the most commonly utilized preclinical models for the evaluation of anticancer therapies. As these models are fully immunocompetent, they are particularly useful for testing immuno-oncology agents. They can also be easily used to study de novo antitumor immune responses without adoptive transfer of immune cells [24]. There has been limited availability of syngeneic mouse OSCC cell lines [10,12], and those available lack the context of tumors developed by East and Southeast Asian patients with habits of betel quid chewing and smoking. We report the establishment and characterization of a novel murine cell line, NHRI-HN1, derived from spontaneously developed arecoline/4-NQO-induced oral cancers, which can be used to generate a syngeneic mouse model for OSCC.

We established two mouse OSCC cell lines with different tumorigenic capacity from mice with arecoline/4-NQO-induced oral and esophageal cancers [25,26]. Nude mice that were injected with either M1-2 or M2-3 cells developed tumors, but tumors were not developed after cell injection in immunocompetent B6 mice (Table 1), which suggests tumor cell elimination by the host immunity. After in vitro selection of M1-2 and M2-3 cells using sphere culture, we derived one cell line, NHRI-HN1, which is competent in forming tumors in B6 mice (Table 1 and Figure 2D,E). Two known mechanisms for cancer immune evasion are the selection of mutant cells resistant to immune effectors, and the progressive formation of an immunosuppressive environment within the tumor [27]. No tumor developed in mice with orthotopic injection of alternate cell line NHRI-HN2 (Figure 2D), which suggested that NHRI-HN2 clones were destroyed by host immune cells or lost their tumorigenicity after in vitro selection. In contrast, NHRI-HN1 cell allograft produces an ideal syngeneic model for investigating factors contributing to OSCC tumor persistence in the context of a normal immune system.

Baines et al. reported CpG-ODN-induced immune-mediated tumor regression in a murine model of cervical carcinoma. The tumor regression and extended survival that were induced by CpG-ODN treatment required the participation of CD8^+^ T cells [28]. We were also able to use CpG-ODN injection to suppress tumor growth in our syngeneic model (Figure 3B and Figure S3F), demonstrating that tumor regression correlates with increased CD8^+^ T cell infiltration of tumors (Figure 3C,D), and successful conversion of a “cold” tumor into a “hot” one by CpG-ODN. These results highlight the advantage of NHRI-HN1-generated syngeneic models in the evaluation of immuno-oncology agents. NHRI-HN1 cells can also be further genetically manipulated to evaluate the role of biomarkers of tumor-specific intrinsic sensitivity or resistance in response to immunotherapy [24].

NHRI-HN1 cells demonstrated an up-regulation of interferon signaling and EMT pathway components, and down-regulation of lipid metabolism when compared to nontumorigenic cells, similar to the tumorigenesis of human OSCC (Figure 4A and Figure S4C). Yang et al. reported that primary OSCC expressing a hallmark EMT signature, low E-Cadherin, and high Vimentin has a significant increase in the satellite’s average distance when compared to those without an EMT signature [29], indicating that NHRI-HN1 cells with a strong EMT signature might have greater potential to drive cancer progression. EMT has long been recognized as a major player in cancer progression and metastasis, and its characteristic protein expression has been well-investigated in oral tumorigenesis [30]. We demonstrated that aggressive NHRI-HN1 cells showed EMT characteristics to confirm the up-regulation of the EMT signature (Figure 4D–G).

The dramatic increase in tumorigenicity of NHRI-HN1 cells in syngeneic mice, as compared to the parental M1-2 cells (Table 1), might have resulted from selective enrichment of a highly malignant subpopulation of M1-2 cells. NHRI-HN1 cells also demonstrated more sphere formation activity and a higher percentage of Prominin-1^+^/CD44^+^ cells as compared to the parental M1-2 cells (Figure 5C,D). Moreover, the expression levels of stemness-related proteins, including Nanog and Klf4 [31], were increased in NHRI-HN1 cells, implicating these transcription factors in the regulation of gene networks that are associated with self-renewal and the differentiation of CSCs (Figure 5E).

EGFR overexpression was identified in OSCC patients in Taiwan [32], and was also confirmed in a mouse model that was developed via arecoline and 4-NQO co-administration [25]. EGFR expression was readily detectable in the tumors that formed by NHRI-HN1 cells in both nude mice and B6 mice (Figure 2F). Therefore, the syngeneic model that was developed while using NHRI-HN1 cells represents a clinically relevant system that recapitulates the environmental factor-induced molecular events leading to tumorigenesis in East and Southeast Asian OSCC patients. No significant difference in EGFR expression was found between the NHRI-HN1 and M1-2 cells in culture (Figure 6A). EGFR gene sequencing and gefitinib inhibition of EGF-induced signaling (Figure S5B) also suggested that the EGFR signaling pathway is intact in NHRI-HN1 cells. The reduction in serum-stimulated EGFR phosphorylation in NHRI-HN1 cells might be due to negative feedback-based regulation of constitutive ERK activation, therefore reducing EGFR phosphorylation [33] (Figure 6A).

The overexpression and activation of ERK are frequently detected in many types of cancers, including OSCC [34]. ERK activation was found in NHRI-HN1 cells and human OSCC cells, similar to a previous study that reported ERK activation in aggressively growing mouse oral cancer cell lines (Figure 6A and Figure S6A) [12]. ERK activation drives cell proliferation, migration, and invasion through anti-apoptotic and proliferative signaling pathways [35,36], and ERK activation modulates cancer aggressiveness by the regulation of CD44 expression [12]. Similarly, we observed that blocking ERK activation suppressed sphere formation, CSC numbers, and migration activity in NHRI-HN1 cells (Figure 6C–E) and human OSCC cells (Figure S6B–D). ERK can also enhance metastasis by inducing EMT and expression of Slug and Snail [37], yet ERK inhibition in NHRI-HN1 cells induced neither consistent effects on expression of EMT markers nor obvious changes in cell morphology (Figure 6F,G). Our data indicate that ERK activation is only partially responsible for the tumorigenicity of NHRI-HN1 cells.

Additionally, we observed reduced Nanog expression in NHRI-HN1 cells after PD98059 treatment (Figure 6G), which suggested that Nanog plays a role in cancer stemness and the migration of NHRI-HN1 cells. Noh et al. reported that human cancer cells with high Nanog expression exhibit stem-like, anti-apoptotic properties, and they are resistant to immune attack [38]. The inhibition of Nanog in a murine model of colon cancer rendered tumor cells sensitive to immune-mediated clearance and led to successful long-term control of the disease [39]. In concordance with the literature, our data support a possible role for Nanog in OSCC cell EMT, cancer stemness, and immune evasion.

Overall, our newly-developed mouse cell line demonstrates histological features and pathway signatures similar to human OSCC tissues and it provides a potential platform for the investigation of novel combinations of chemotherapy, targeted therapy, and immunotherapy. A pivotal role for ERK activation in modulating cell migration and stemness was discovered in this novel murine OSCC cell line, similar to human OSCC cell lines. Our findings from the characterization of a novel syngeneic model of OSCC indicate links between immune selection, mobility, and disease progression in the stem-like tumor phenotype.

## 4. Materials and Methods

### 4.1. Ethics Statement

All of the animal studies followed the procedures for the Care and Use of Laboratory Animals of National Health Research Institutes, Taiwan. The Institutional Animal Care and Use Committee of National Health Research Institutes approved the protocols (Protocol No.: NHRI-IACUC-107011-A and 108017-A).

### 4.2. Mouse Tongue Squamous Cell Carcinoma

The mouse tongue squamous cell carcinoma was induced with 4-nitroquinoline 1-oxide (4-NQO) and arecoline, as described previously [25,26]. Briefly, the mice (C57BL/6JNar1) were treated with 200 μg/mL of 4-NQO (Sigma-Aldrich, St. Louis, MO, USA) and 500 μg/mL of arecoline hydrobromide (Fluka, Buchs, Switzerland) in drinking water for 16 weeks and fed with normal drinking before being sacrificed in the end of seven months and the tumors on their tongues were carefully separated into two parts. One part was processed for histopathological examination after 10% buffered formalin fixation and stained with hematoxylin and eosin (H&E, Sigma-Aldrich). The other part was excised on a clean bench and cut into pieces. The cells were collected with phosphate buffered saline (PBS, Sigma-Aldrich), centrifuged and cultured in Dulbecco’s modified Eagle medium (DMEM, Invitrogen/Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS, Gibco/Thermo Fisher Scientific) at 37 °C in an incubator that was supplied with 5% CO_2_. When the cell confluence reached 80%, detaching cells while using 0.05% trypsin passaged the cells. After repeated passages, stably growing tumor cells were obtained and stored.

### 4.3. In Vitro Selection and Cell Culture

The cells (1 × 10^4^) were incubated with Dulbecco’s modified Eagle medium (DMEM, Invitrogen/Thermo Fisher Scientific)/F12 medium (Sigma-Aldrich) containing with 100× N2 supplement (Gibco/Thermo Fisher Scientific), 20 ng/mL epidermal growth factor (EGF, Abcam, Cambridge, UK), and B27 supplement (Gibco/Thermo Fisher Scientific) for two weeks. The tumor spheres were collected and stably cultured in dishes with DMEM with 10% fetal bovine serum (FBS, Gibco/Thermo Fisher Scientific) at 37 °C in an incubator supplied with 5% CO_2_. All of the mouse oral cancer cell lines were established before November 2016, authenticated by amplification of Cox I and short tandem repeat analysis in June, 2017, and then kept free of mycoplasma contamination. Human OSCC cells, including DOK, as established from a human dysplastic oral mucosa [40], CGHNC9 established from an oral cancer patient [41], OC3 established from an OSCC specimen [42], OEC-M1 established from an oral epidermoid carcinoma [43], TW2.6 established from a buccal carcinoma, and SAS established from a poorly differentiated tongue squamous cell carcinoma [44], were maintained within 20 passages, as described previously [45]. Human OSCC cells were authenticated while using short tandem repeat analysis that was performed by Center for Genomic Medicine, National Cheng Kung University, Tainan, Taiwan and Mission Biotech, Taipei, Taiwan before June 2018.

### 4.4. DNA Extraction and Amplification of Cox I and Short Tandem Repeat Sequences With Polymerase Chain Reaction

Confirmation of mouse cell lines by a polymerase chain reaction (PCR)-based method [46,47]. Genomic DNA was prepared while using a genomic DNA extraction kit, according to the manufacturer’s instructions (Qiagen, Valencia, CA, USA). The yield and purity of DNA were analyzed using a NanoDrop 1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Confirmation of mouse origin by PCR used the following primers: human COX I-F: 5′ TTCGGCGCATGAGCTGGAGTCC; human COX I-R: 5′ TATGCGGGGAAACGCCATATCG; mouse Cox I-F: 5′ ATTACAGCCGTACTGCTCCTAT; D9S171-REV: 5′ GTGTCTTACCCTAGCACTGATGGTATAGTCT, D9S171-NED: 5′AGCTAAGTGAACCTCATCTCTGTCT; mouse Cox I-R: 5′ CCCAAAGAATCAGAACAGATGC; mouse 15-3-F: 5′ TCTGGGCGTGTCTGTCATAA, mouse 15-3-R: 5′ GTTCTCAGGGAGGAGTGTGCT. For amplification, 20 μL of reaction mixture contained 1μM of each primer, 200 μM dNTP, and 2.5U KOD FX DNA polymerase (Toyobo CO., LTD., Osaka, Japan) in PCR buffer and heated to 95 °C for 5 min, followed by 30 cycles of denaturation at 95 °C for 30 s, primer annealing at 55 °C for 30 s, and extension at 72 °C for 1 min. In the last cycle, the extension step was prolonged to 5 min. The amplification product was run on 2% agarose gel, stained with ethidium bromide (Invitrogen), visualized under UV light, and then photographed. The sequences for ten short tandem repeat primers used in this study were published with modifications, as shown previously [47]. Amplification was conducted in a 10 μL final volume while using the reaction conditions recommended by the manufacturer’s instructions (Toyobo). Capillary electrophoresis was conducted on a 3700 Genetic Analyzer (Applied Biosystems, Foster City, CA, USA). Allele designation was derived by comparing sample peaks by allelic ladder peaks using the Gene Mapper 3.5 software (Applied Biosystems).

### 4.5. Immunohistochemistry

IHC was conducted as described previously [48]. Following primary antibodies were used: anti-pan cytokeratin (1:200, pan-CK, NB120-6401, Novus biological, Littleton, CL, USA), anti-epidermal growth factor receptor (1:30, EGFR, sc-03, Santa Cruz, Santa Cruz, CA, USA), and anti-Ki-67 (1:500, NCL-Ki-67p, Novocastra laboratories, Newcastle upon Tyne, UK).

### 4.6. Morphological Analysis

Exponentially growing cells were examined under inverted phase-contrast microscope, as previously described [48]. The cultured cells on coverslips were fixed, as previously described [49]. After staining with Alexa Fluor 488 phalloidin (1:1000, Molecular Probes, Ungene, OR, USA), the coverslips were mounted on slides and then examined while using a fluorescent microscope.

### 4.7. Immunofluorescence

10^5^ cells were seeded onto cover slides in six-well plate. The next day, the cells were rinsed with Dulbecco’s Phosphate-Buffered Saline (DPBS, Thermo Fisher Scientific) and then fixed with 4% paraformaldehyde (Sigma-Aldrich) for 10 min. at room temperature, followed by permeabilization with 0.1% Triton X-100 (Sigma-Aldrich). The cells were stained with anti-pan CK (1:100, NB120-6401, Novus biological), anti-EGFR (1:30, sc-03, Santa Cruz) or anti-α-smooth muscle actin (α-SMA, 1:200, ab5694, Abcam) antibody overnight at 4 °C. The cells were then washed with DPBS three times for 10 min. per wash and then incubated with DyLight 488-labeled (1:500, 611-141-002, Thermo Fisher Scientific) or DyLight 549-labeled secondary antibody (1:500, 611-142-002, Thermo Fisher Scientific) at room temperature for one hour. After washed with DPBS three times for 10 min each, cover slips were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Vector Lab, Burlingame, CA, USA), mounted and viewed under fluorescent microscopy.

### 4.8. Cell Proliferation

The growth curves were obtained as described previously [50]. Briefly, 10^3^ cells/well were plated in 96-well plates and Cell-Titer 96 Aqueous Non-radioactive Cell Proliferation assay measured cell growth (Promega, Madison, WI, USA) for 4–5 days based on the manufacturer’s instructions. The cell growth curves were determined by calculating the mean value of absorbance at 490 nm while using a 96-well plate reader. The results were expressed as the fold change relative to the result at day 1.

### 4.9. Subcutaneous Tumor Growth In Nude Mice

Subcutaneous tumor growth assay was conducted, as described previously [51]. Five to six-week-old male nude mice (BALB/cAnN.Cg-Foxn1^nu^/CrlNarl) were purchased from National Laboratory Animal Center (NLAC, Taiwan). 10^6^ cells that were suspended in sterile PBS were subcutaneously injected into either left or right flank of the same mice. The tumors were measured weekly and tumor volume (mm^3^) was calculated using the formula 1/2 × (length) × (width)^2^ to obtain the tumor growth curve. The mice were sacrificed at 98 days post-injection of M1-2 or M2-3 cells (*n* = 3/group) and 42 days after injection of NHRI-HN1 or NHRI-HN2 cells (*n* = 4/group). The subcutaneous tumors were weighed, photographed, processed by the Pathology Core Lab (National Health Research Institutes, Miaoli, Taiwan), and their histopathology examined by H&E staining. In accordance with the definition of 3R (replacement, reduction, and refinement), as well as the guidelines for design and statistical analysis of experiments using laboratory animals, the in vivo analysis has been presented by averaging all obtained data [52]. The mice were randomized to the group assignment.

### 4.10. Orthotopic Injection in Syngeneic Mice

The procedures for orthotopic injection were described previously [36]. Briefly, 5–6-week-old male mice (C57BL/6JNar1) purchased from the National Laboratory Animal Center were anesthetized via the inhalation of 5% isoflurane (Piramal Critical Care, Bethlehem, PA, USA). 5 × 10^5^ M1-2 or M2-3 cells in 50 μL in sterile PBS were injected into the buccal mucosa of mice (*n* = 3/group) and mice were carefully monitored until sacrifice at least three months post-inoculation. 5 × 10^5^ of NHRI-HN1 or NHRI-HN2 cells in 50 μL in sterile PBS were injected into the buccal mucosa of mice (*n* = 4/ group). The mice were carefully monitored until they were sacrificed at 40 days post-inoculation. 5 × 10^5^ cells in 50 μL PBS were orthotopically inoculated into each mouse of three batches (*n* = 5–6) and mice were sacrificed at 36–38 days post-inoculation for the confirmation of tumor growth of NHRI-HN1 cells. The tumor growth curve was developed by measuring tumor dimensions and calculating volume (mm^3^) using the formula 1/2 × (length) × (width)^2^. The orthotopic tumors were weighed and then processed by the Pathology Core Lab.

### 4.11. Orthotopic Injection of NHRI-HN1 Cells in Nude Mice and Syngeneic Mice

5 × 10^5^ cells in 50 μL in sterile PBS were injected into the buccal mucosa of two batches of 5–6-week-old male nude mice (BALB/cAnN.Cg-Foxn1^nu^/CrlNarl) (*n* = 4 and *n* = 3 per batch, respectively) and C57BL/6JNar1 mice (*n* = 4 and *n* = 3 per batch, respectively) and mice were sacrificed at 40 and 32 days post-inoculation for first and second batches, respectively. The tumor growth curve was developed by measuring the tumor dimensions and calculating volume (mm^3^) while using the formula 1/2 × (length) × (width)^2^. The orthotopic tumors were weighed and then processed by the Pathology Core Lab.

### 4.12. CpG Oligodeoxynucleotide (CpG-ODN) Treatment

ODN obtained from Dr. Tsung-Hsien Chuang (Immunology Research Center, National Health Research Institutes, Taiwan). Phosphorothiolate-modified CpG-2722 (GTTGTCGTTTTTTGTCGTT) used in this study was synthesized by integrated DNA Technology (Singapore), and described in previous study [53]. After successful anesthesia, 2.5 × 10^5^ cells in 50 μL in sterile PBS were injected into the buccal mucosa of mice, which were then carefully monitored (*n* = 6/group). For CpG-ODN treatment, 100 μg of CpG-ODN dissolved in 50 μL of sterile PBS were injected into the same side of the oral cavity on days 7, 10, 14, 17, and 21 post-injection of NHRI-HN1cells, and the mice were sacrificed at 29 days post-inoculation. The tumor growth curve was obtained by measuring the tumor volume (mm^3^) with the formula 1/2 × (length) × (width)^2^. The Pathology Core Lab weighed and then processed the orthotopic tumors.

### 4.13. Gene Expression and Pathway Analysis

Total RNA was extracted while using Trizol reagent (Invitrogen/Thermo Fisher Scientific) and purified using RNeasy mini kit (QIAGEN). The RNA quality examined for OD260/280 greater than 1.8 using Nanodrop and RNA integrity number values greater than 7.0 using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Genome-wide gene expression analysis was performed while using the Affymetrix Mouse Clariom S Assay (Affymetrix, Santa Clara, CA, USA), including 22,100 well-annotated genes, by the Microarray Core Laboratory of the National Health Research Institutes. Microarray analysis was conducted and followed the standard Affymetrix procedures. The hybridized slides were scanned by Affymetrix Gene Chip scanner 3000 7G system (Affymetrix, Santa Clara, CA, USA). Raw data were generated while using Partek Genomics Suite version 7 software (St Louis, MI, USA). Principal component analysis (PCA) and heatmap of EMT signature genes were generated using Python PCA package and R gplots package, respectively. Pathway analysis was performed using Gene set enrichment analysis and Hallmark pathway collection, as previously described [54,55].

### 4.14. Adhesion assay

Growing cells (1 × 10^6^) were seeded into 10 cm culture dishes and incubated overnight. Serum starvation began 12 h before the assay. The cells were detached with 10 mM EDTA for 10–15 min, washed with DMEM, and then resuspend in DMEM with 0.1% BSA. 2 × 10^5^ cells were plated in collagen I-coated 96-well plates and incubated at 37 degrees for 40 min, and then washed four times with DMEM. The cells in DMEM with 10% FBS were then incubated at 37 degrees for 4 h for recovery, followed by the MTS assay to determine cell density.

### 4.15. Immunoblot Assay

Immunoblot assay was performed as previously described [48]. Primary antibodies used: anti-Klf4 (1:1000, sc-20691, Santa Cruz), anti-Nanog (1:1000, GTX627421, GeneTex, Irvine, CA, USA), anti-Sox2 (1:3000, GTX101507, GeneTex,), anti-Oct4 (1:1000, GTX627419, GeneTex), anti-N-cadherin (1:1000, 610920, BD, Franklin Lakes, NJ, USA), anti-Vimentin (1:5000, MS-129-P0, Thermo Scientific), anti-E-cadherin (1:1000, 610182, BD), anti-β-catenin (1:1000, 610154, BD), anti-Twist (1:1000, sc-15393, Santa Cruz), anti-Snail (1:1000, #3895, Cell Signaling, Danvers, MA, USA), anti-Slug (1:1000, AP2053, ABGENT), anti-Src (1:1000, #2109, Cell Signaling), anti-phosphorylated Src (1:1000, #2101, Cell Signaling), anti-nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB, 1:1000, sc-8008, Santa Cruz), anti-phosphorylated NF-κB (1:1000, #3033, Cell Signaling), anti-protein kinase B/AKT (1:1000, #9272, Cell Signaling), anti-phosphorylated AKT (1:1000, #9271, Cell Signaling), anti-extracellular signal-regulated kinase (ERK, 1:5000, sc-94, Santa Cruz). anti-phospho-ERK (1:1000, sc-7383, Santa Cruz), anti-epidermis growth factor receptor (EGFR) (1:1000, sc-03, Santa Cruz), anti-phospho-EGFR (1:1000, #2234, Cell Signaling), anti-signal transducer and activator of transcription 3 (STAT3, 1:1000, GTX104616, GeneTex), anti-phospho-STAT3 (1:1000, #9131, Cell Signaling), and anti-α-tubulin (1:5000, MS-581-P0, Thermo Scientific). Second antibodies used: goat anti-mouse IgG (1:5000, 115-035-174, Jackson ImmunoResearch, West Grove, PA, USA) and goat anti-rabbit IgG (1:5000,111-035-003, Jackson ImmunoResearch). The uncropped scans of western blots were shown in Figure S7.

### 4.16. Migration and Invasion Assays

The assays were performed using transwells, as described previously [49]. Relative migration or invasion activity were determined by normalizing the mean number of cells that had migrated or invaded per field in the experimental condition to that of control cells.

### 4.17. Cell Cycle Analysis

Cells were serum-starved for 24 h and then cultured in growth medium containing 10% FBS for 24 h. The cells were trypsinized and fixed with 70% ethanol followed by staining with propidium iodide (Sigma-Aldrich). DNA content was determined by flow cytometry (FACSCalibur, BD) and FlowJo 7.6 software (FlowJo, Ashland, OR, USA).

### 4.18. Sphere Formation Assay

Spheroids were formed as described previously [56] and then examined under a bright-field microscope. The size and diameter of tumor sphere were quantitatively measured by ImageJ (National Institutes of Health, Bethesda, MD, USA).

### 4.19. Detection of Cancer Stem Cells by Fluorescence Activated Cell Sorting (FACS) Analysis

Cells were collected with 0.05% trypsin-EDTA solution and resuspended at 1 × 10^6^ cells per ml in 0.5% bovine serum albumin (BSA, Sigma-Aldrich) solution containing diluted anti-mouse promonin-1-PE (1:100, 130-102-834, Miltenyi Biotec, North Rhine-Westphalia, Germany) and anti-mouse CD44-APC antibody (1:100, 130-110-118, Miltenyi Biotec). For the identification of Prominin-1^+^/CD44^+^ population, the samples were analyzed while using a FACSCalibur flow cytometer (BD Biosciences) and FlowJo 7.6 software. The purity of sorted cells was more than 95% by additional flow cytometric analysis. A total of 10^5^ viable cells were collected.

### 4.20. EGFR Sequencing

The cDNA of EGFR was amplified by PCR using primers listed below with KOD FX DNA polymerase (Toyobo CO., LTD.). The first cycle of amplifications was performed using a 2 min. initial denaturation at 94 °C; followed by 30 cycles of 10 s at 98 °C, 30 s at 55 °C, and 2 min. at 68 °C; and, a 7 min. final extension at 68 °C. The final products were cleared and sequenced with the internal primers listed below using ABI PRISM 3730 DNA Analyzer (Applied Biosystems). Amplification primers: mEGFR-F1: 5′ ATGCGACCCTCAGGGACC; mEGFR-R1: 5′ AGTATTATTTCTAGGTTCTC; mEGFR-F2: CCCGAGAACTAGAAATTCT; mEGFR-R2: 5′ACCAGTACATTCCTGGCTGC; mEGFR-F3: 5′ TCATGCCCTACGGTTGCCT; mEGFR-R3: 5′ TCATGCTCCAATAAACTCAC. Sequencing primers: mEGFR-seq1: TGGGCACAGATGATTTTGGT; mEGFR-seq2: GTGCGATTC AGCAACAACC; mEGFR-seq4: CACACTGTGTCAAGACCT; mEGFR-seq6: CTACAGACTCCAACTTTTAC.

### 4.21. Statistical Analysis

The data were expressed as mean ± standard error of the mean (SE) and analyzed, as described previously [45]. Briefly, analysis was performed with GraphPad Prism version 5.01 (GraphPad Software, San Diego, CA, USA). Two-tailed student’s t-test was used to assess differences between two groups. The Wilson score interval method was used to determine the 95% confidence interval (CI) [57]. *p* < 0.05 was considered to be statistically significant for all comparisons.

## 5. Conclusions

Our newly developed mouse cell line demonstrates histological features and pathway signatures similar to human OSCC tissues from patients from East and Southeast Asia. Similar to the human OSCC cell lines, a pivotal role for ERK activation in modulating cell migration and stemness was discovered in this novel murine OSCC cell lines. NHRI-HN1 cells show tumorigenic characteristics of EMT, cancer stemness, and ERK activation appropriate for modeling human OSCC and provide a potential platform for investigation of treatments for use in combination with immunotherapy.

## Figures and Tables

**Figure 1:**
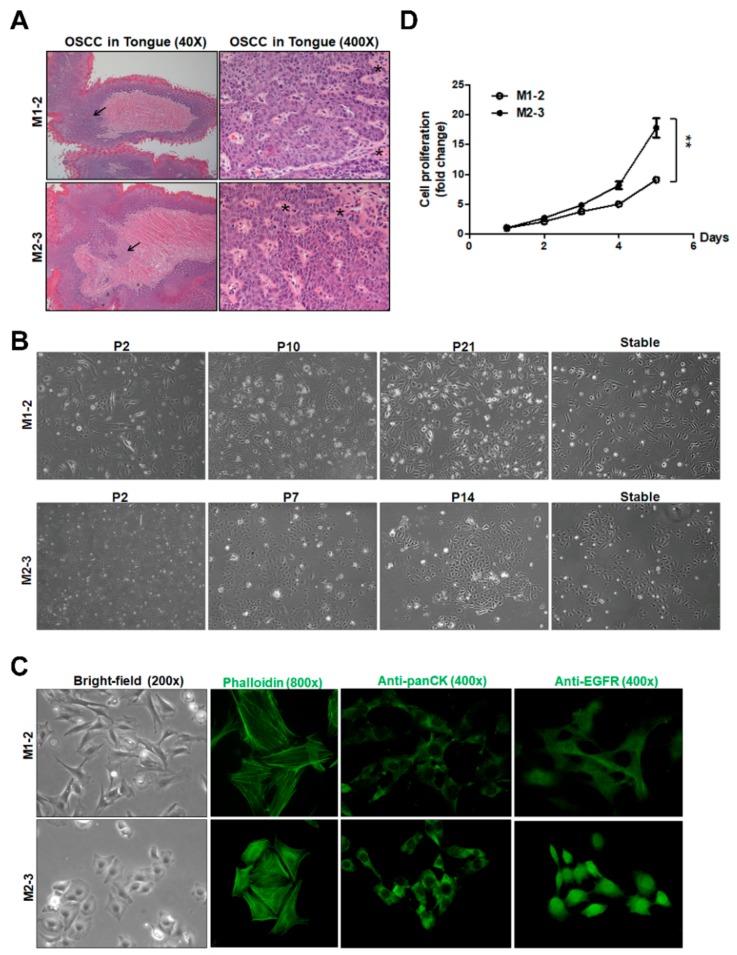
Establishment of two mouse oral squamous cell carcinoma (OSCC) cell lines from carcinogen-induced tongue tumors. (**A**) Histological examination of the carcinogen-induced tongue tumors at 40× (left panel) and 400× (right panel) magnifications. Black arrows indicate the tumor parts. Asterisks (*) indicate the representative keratinization and keratin-pearl formation. (**B**) Cell morphology of M1-2 and M2-3 cells at different passages at 100× magnification. (**C**) Representative images of cells at 200× magnification (left panel). Phalloidin (middle left panel), Pan-CK (middle right panel) and epidermal growth factor receptor (EGFR) staining (right panel) in M1-2 and M2-3 cells at 400× or 800× magnification. (**D**) A representative cell growth curve obtained by MTS assay in M1-2 and M2-3 cells. The results were expressed as the fold change to the results at day 1. Error bars represent SE; ** *p* < 0.01.

**Figure 2:**
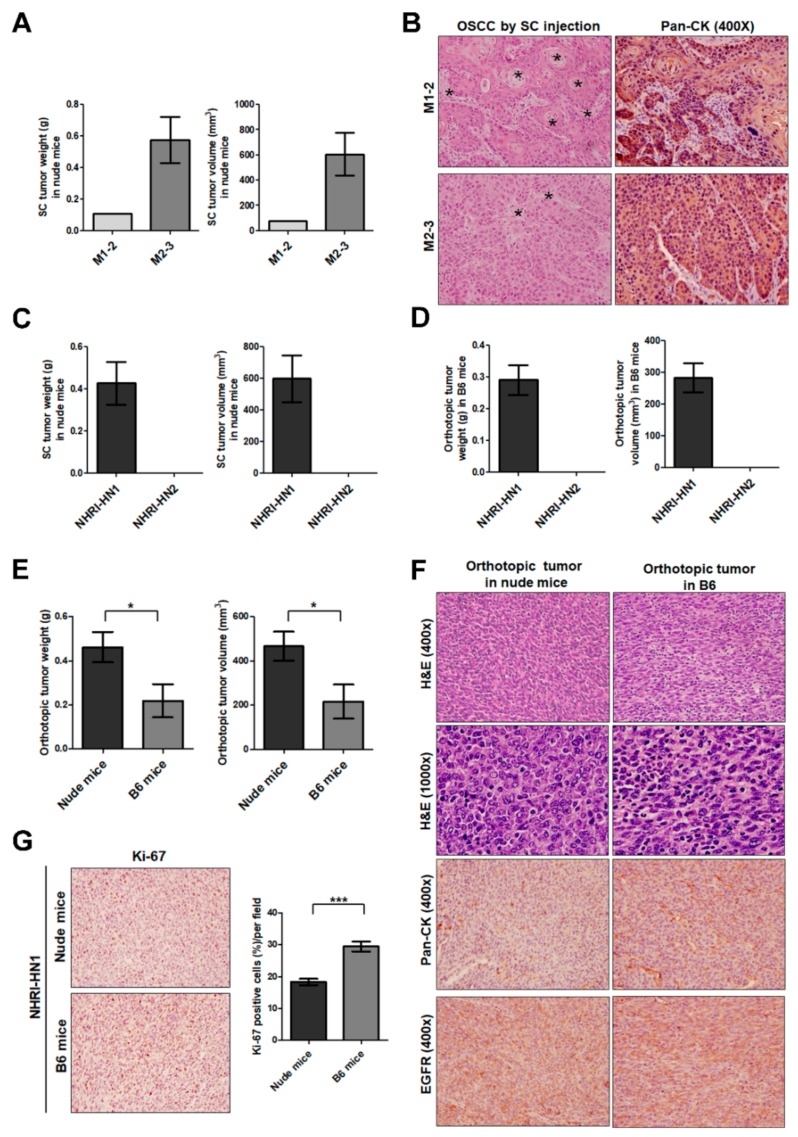
Tumor growth of M1-2 and M2-3 cells in nude mice and B6 mice. (**A**) Quantification of tumor weights (left panel) and volumes (right panel) in nude mice subcutaneously injected with 10^6^ M1-2 (*n* = 3) or M2-3 cells (*n* = 3) and sacrificed at 98 days post-inoculation. (**B**) Histological examination of the subcutaneous xenografts in nude mice with H&E staining (left panel) and IHC with anti-pan CK (right panel) at 400× magnification. Asterisks (*) indicate representative keratinization and keratin-pearl formation. (**C**) Quantification of tumor weights (left panel) and volumes (right panel) in nude mice subcutaneously injected with 10^6^ NHRI-HN1 (*n* = 4) or NHRI-HN2 cells (*n* = 4) and sacrificed at 42 days post-inoculation. (**D**) Measurement of the tumor weights (left panel) and volumes (right panel) in B6 mice orthotopically injected with 5 × 10^5^ NHRI-HN1 (*n* = 20 in total for four independent experiments) or NHRI-HN2 cells (*n* = 3) and sacrificed at 36–40 days post-inoculation. (**E**) Quantification of tumor weights volumes in nude mice and B6 mice orthotopically injected with 5 × 10^5^ NHRI-HN1 cells (*n* = 7 in total for two independent experiments) and sacrificed at 40 or 32 days post-inoculation. (**F**) Histological examination of NHRI-HN1 tumors in nude mice and B6 mice with H&E staining (upper panels) at 400× and 1000× magnifications and IHC with anti-pan CK (middle panel) and EGFR (lower panel) at 400× magnification. (**G**) Representative Ki-67-labeled NHRI-HN1 tumors are shown in the left panel. The percentage of positive Ki-67 signals was determined in NHRI-HN1-generated tumors in nude mice and B6 mice. Error bars represent SE. * *p* < 0.05; *** *p* < 0.001.

**Figure 3:**
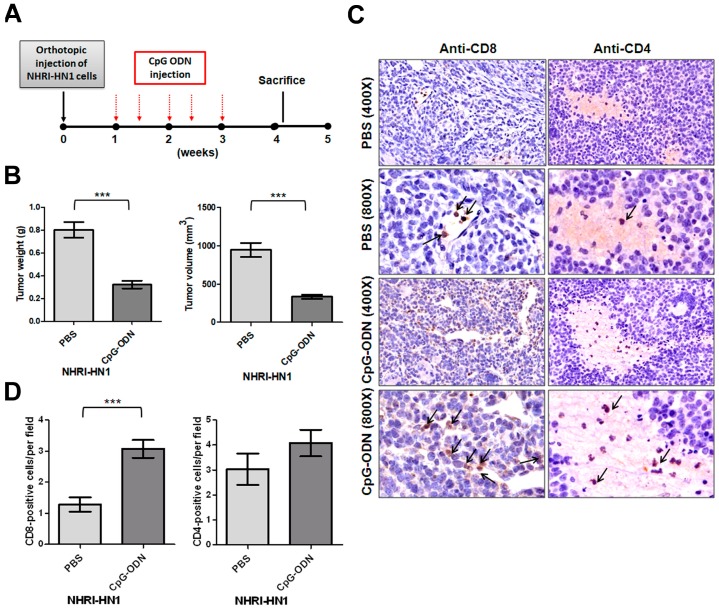
Effects of CpG-ODN on tumorigenesis of NHRI-HN1 cells. (**A**) The diagram shows the orthotopic allograft and CpG-ODN (100 μg/per injection) treatment scheme. (**B**) Quantification of tumor weights (left panel) and volumes (right panel) in the syngeneic mice orthotopically injected with NHRI-HN1 cells and treated either with phosphate buffered saline (PBS) or CpG-ODN (*n* = 6). (**C**) Immunohistochemistry (IHC) examination of NHRI-HN1 tumors in B6 mice treated with PBS or CpG-ODN using anti-CD8 and anti-CD4 antibodies (400× and 800× magnifications). (**D**) Quantification of the CD8- or CD4-positive cells/per field in NHRI-HN1 tumors treated with PBS or CpG-ODN. Error bars represent SE; *** *p* < 0.001.

**Figure 4:**
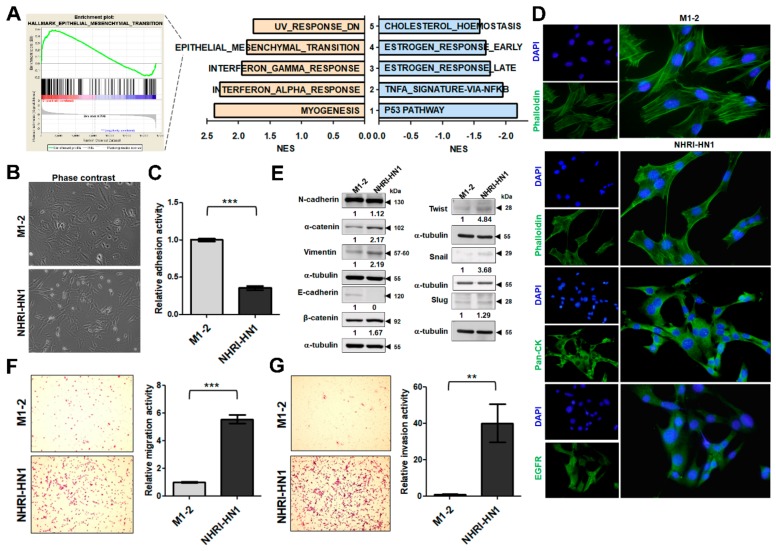
Detection of EMT and increased motility in NHRI-HN1 cells. (**A**) Summary of the most enriched pathways associated with tumorigenesis in syngeneic mice by comparing tumorigenic NHRI-HN1 cells with nontumorigenic cells, including M1-2, M2-3 and NHRI-HN2, using GSEA analysis. Blue indicates a negative normalized enrichment score (NES) and orange indicates a positive NES. (**B**) Morphology of M1-2 and NHRI-HN1 cells via phase-contrast microscopy at 100× magnification. (**C**) Relative adhesion activity in M1-2 and NHRI-HN1 cells, determined by normalizing the mean OD 490 nm value of NHRI-HN1 cells to that of M1-2 cells. (**D**) Cells stained with Alexa Fluor 488 phalloidin, anti-pan-CK and anti-EGFR antibodies at 400× magnification. (**E**) Immunoblot analysis of epithelial (E-cadherin, α-catenin and β-catenin), mesenchymal (N-cadherin and Vimentin) proteins and EMT-related transcription factors, including Twist, Snail and Slug in M1-2 and NHRI-HN1 cells. Protein levels were normalized to an internal control, α-tubulin. Ratios were determined by dividing the normalized protein levels in NHRI-HN1 cells by that in M1-2 cells. (**F**) Representative images (left) and relative data (right) for migration activity of M1-2 and NHRI-HN1 cells. (**G**) Representative images (left) and relative data (right) for invasion activity of M1-2 and NHRI-HN1 cells at 200× magnification. The relative migration or invasion activity was determined by normalizing the mean number of cells that have migrated or invaded per field of NHRI-HN1 cells to that of M1-2 cells. Error bars represent SE; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
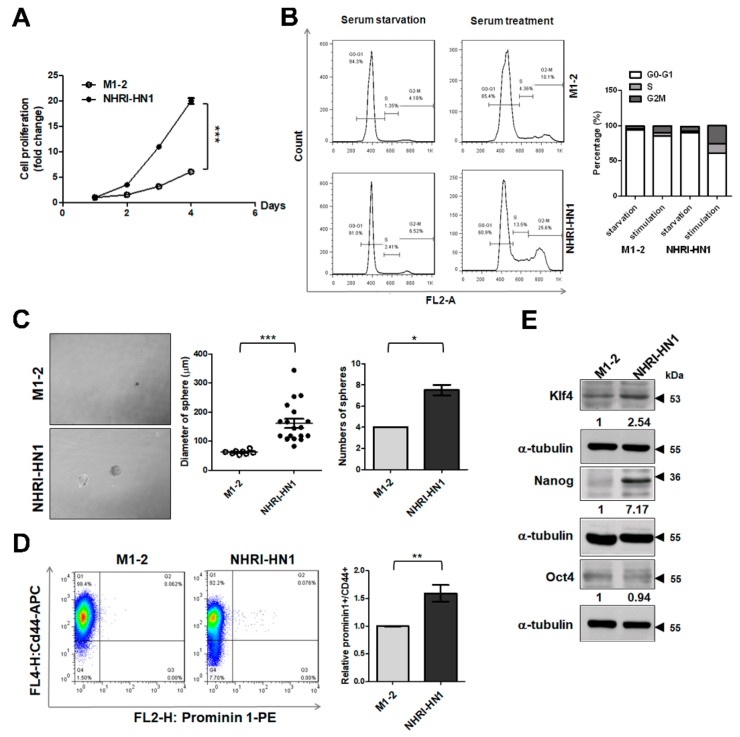
Analysis of cell growth and sphere formation in M1-2 and NHRI-HN1 cells. (**A**) Representative growth curves for M1-2 and NHRI-HN1 cells analyzed by MTS assay. The results were expressed as the fold change to the results at day 1. (**B**) Cell cycle analysis of M1-2 and NHRI-HN1 cells by Fluorescence Activated Cell Sorting (FACS). (**C**) Sphere-forming activity of M1-2 and NHRI-HN1 cells was assessed by sphere culture. Left: The presentative pictures for sphere formation at 50× magnification. Right: The average sphere diameter and number of spheres are shown. (**D**) Analysis of CSCs in M1-2 and NHRI-HN1 cells by FACS using anti-Prominin-1 and anti-CD44 antibodies. Representative data are shown in the left panel. The relative level of Prominin-1^+^/CD44^+^ cells is shown in the right panel. The Prominin-1^+^/CD44^+^ ratio was calculated by normalizing the mean percentage of Prominin-1^+^/CD44^+^ NHRI-HN1 cells to that of M1-2 cells. (**E**) Immunoblot analysis of stemness-related transcription factors Klf4, Nanog, and Oct4. The protein levels were normalized to internal control (α-tubulin). The ratios were calculated by dividing the normalized protein levels of NHRI-HN1 cells by those of M1-2 cells. Error bars represent SE; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
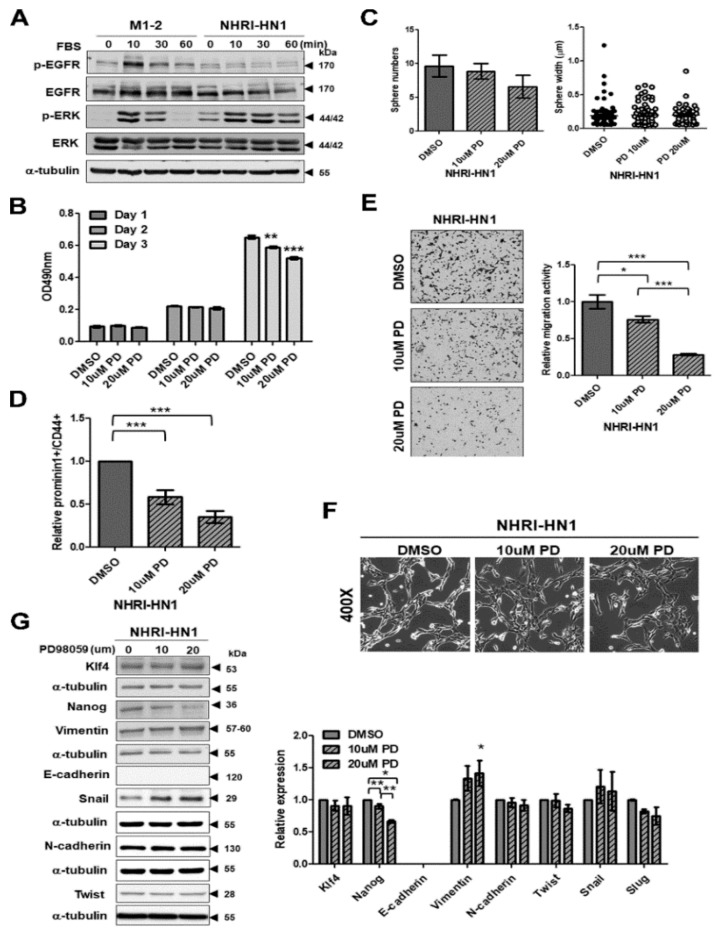
Inhibition of extracellular signal-regulated kinase (ERK) activation decreased cell migration and stemness in NHRI-HN1 cells. (**A**) Time course immunoblot assay for total and phosphorylated EGFR, ERK and AKT in M1-2 and NHRI-HN1 cells after 10, 30, and 60 min of fetal bovine serum (FBS) treatment following serum starvation. (**B**) Cell growth in PD98059-treated NHRI-HN1 cells analyzed by MTS assay for three days. (**C**) Sphere-forming activity in PD98059-treated NHRI-HN1 cells assessed by sphere culture. The average number and diameter of spheres are shown. (**D**) Analysis of CSCs in PD98059-treated NHRI-HN1 cells by FACS using anti-Prominin-1 and anti-CD44 antibodies. The relative Prominin-1^+^/CD44^+^ ratio was calculated by normalizing the mean percentage of Prominin-1^+^/CD44^+^ in PD98059-treated NHRI-HN1 cells to that of untreated cells. (**E**) Representative data show the relative migration activity of NHRI-HN1 cells treated with PD98059. Left panel: Cells that have migrated (100× magnification). Right panel: Relative migration activity was calculated by normalizing the mean number of PD98059-treated cells per field that have migrated to that of control cells. (**F**) Morphology of NHRI-HN1 cells treated with PD98059 (400× magnification). (**G**) Left panel: Immunoblot analysis of Klf4, Nanog, E-cadherin, N-cadherin, Vimentin, Twist and Snail proteins from NHRI-HN1 cells treated with PD98059. Right panel: Total protein levels were normalized to internal control (α-tubulin), and ratios were calculated relative to that the specific protein levels of control cells. Error bars represent SE; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Table 1:** Tumor formation in immunocompromised and immunocompetent mice injected with mouse oral squamous cell carcinoma (OSCC) cells.

Cell Lines	Nude Mice (Subcutaneous Injection)		B6 Mice (Orthotopic Injection)	
	Tumors/No. of Mice	Tumorigenesis (%)	Tumors/No. of Mice	Tumorigenesis (%)
**M1-2**	1/3	33.33	0/3	0
**M2-3**	2/3	66.67	0/3	0
**NHRI-HN1**	4/4	100	3/3	100
**NHRI-HN2**	0/4	0	0/3	0

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/1/61/s1. Table S1: Short tandem repeat (STR) genotyping of mouse cell lines, Figure S1: Establishment and genetic identification of mouse OSCC cells, Figure S2: Characterization of mouse OSCC cells, Figure S3: Tumor growth of mouse OSCC cells in nude mice and B6 mice, Figure S4: Gene expression analysis of 4 mouse OSCC cell lines and 40 pairs of OSCC and their corresponding adjacent nontumor tissues, Figure S5: ERK activation in NHRI-HN1 cells, Figure S6: Blockage of ERK activation by PD98059 inhibited cell migration and stemness of human OSCC cells. Figure S7: The uncropped scans of western blots from the main and supplementary figures.

How the deposited data were processed for this re-analysis (not part of the article)

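The data are 4 Affymetrix Mouse Clariom S arrays, 1 each for the lines M1-2, NHRI-HN1, M2-3 and NHRI-HN2. The submitters' processing notes and the paper's methods name Partek 7, and the authors deposited 1 value for each of 22206 probe sets and each array. These deposited values are taken as log2 expression: they run from 1.48 to 19.77 and none is missing. That range is too wide for a log10 or natural log of a scanner signal. Its upper end also lies above the plain log2 of what such a scanner usually records, so a further transformation is not excluded, and 1 unit need not be a 2-fold change in RNA. The log base, background correction, normalization and summarization are not given in the sources used here, and no detection call accompanies the values. If the log base were another one, all differences would scale by 1 factor and tests and ranks would keep their order. Array medians lie between 4.53 and 4.75, so the deposited arrays stand at about 1 level.

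Probe sets were named through a table of the platform's annotation: 19572 had 1 gene symbol, none had several, and 2634 were unnamed here and entered only the quantile normalization. All 19572 gene identifiers were found in a current mouse gene table, and 0 symbols had to be updated. For the 55 genes with more than 1 probe set the mean was used, which gave 19505 genes. Probe positions were not used, because the genome build of the probes is not given in the sources used here, so no coordinates are printed. No column of values was left unmapped.

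The comparison set NHRI-HN1 against the mean of M1-2, M2-3 and NHRI-HN2, the grouping of the paper, with lmFit and eBayes of limma 3.58.1 in R 4.3.3 and a variance prior that follows intensity. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over 19505 genes). With 1 array per line, the spread between the 3 non-tumorigenic lines, at 2 residual degrees of freedom, is the error. This spread holds biological differences between lines and tumors, not only noise. The 3 lines are not independent, because NHRI-HN2 derives from M2-3, and the test does not allow for that. Because the lines have no replicate, a p here says that NHRI-HN1 lies outside what the spread of 3 particular lines would give, and nothing about repeat cultures of NHRI-HN1. Differences between 2 arrays were described without a test, except that the fit with the tumor of origin as a block estimates NHRI-HN1 minus M1-2 and takes its error from NHRI-HN2 and M2-3. A rule of size counted genes at least 2-fold beyond all 3 other lines, and the same count was made with each other line set apart.

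The gene lists comprised 10 with the names of the Hallmark pathways in Fig. 4A, written by hand from general knowledge of these pathways, and 25 others for lipid metabolism, immune recognition, signaling, stemness, adhesion, proliferation, metabolism, cell types, sex chromosome genes and ribosomal proteins. They are not copies of the Hallmark collection, but many of their genes will be in it, and the overlap was not measured. Lists with at least 5 measured genes were tested with camera of limma at a preset correlation between genes of 0.01, adjusted over the 34 lists of that size. An estimated correlation was an alternative; it ended every call of a list, in a design with 2 residual degrees of freedom to estimate it from. The value given for a list is the median difference of its genes. Normalized enrichment scores were computed with fgsea 1.28.0 on the ranked differences, without a p. The median of each list was also placed among 10000 random lists of its size matched on mean expression: all 5 lists named by the paper as higher lay at the 99.77th percentile or above against the 3 lines, and the 5 named as lower at 1.65 or below. Against M1-2 alone, interferon-gamma at 47.08, UV at 36.69 and late estrogen at 68.15 lay inside the random range. The EMT list lay at 1.48, on the other side; interferon-alpha and myogenesis lay at 100, p53 at 0.46, early estrogen at 0.02, and TNF-alpha and cholesterol at 0.

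The genes named in the text followed a rule set in advance: each gene the paper names, 24 of 28 being measured; the 10 largest differences in each direction among called genes with NHRI-HN1 outside the range of the other lines; up to 4 genes of a described list in the direction of its median and up to 2 against it; and the genes of the sterol, EMT transcription factor, MHC class I and sex chromosome lists. The text prints a part of the genes this rule allows, and genes outside it are marked where they appear. Tests were checked on simulated arrays with the spread of the real ones. Of 200 genes shifted by known amounts 76 were called, all in the right direction, with 1 call among unshifted genes; 3 of 3 shifted lists were called; and with nothing shifted no gene and no list was called. The simulated genes vary independently, so this does not check the list test for genes that vary together.

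The alternatives tried were quantile normalization, leaving out the dimmest 25% of genes, the brightest probe set of a gene, no intensity trend, the tumor of origin as a block, leaving out each non-tumorigenic line, an estimated correlation, M1-2 as the only reference, and the enrichment score. Principal components were also computed with genes scaled to unit variance and from the 1000 most variable genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The human tissue arrays that the paper compares with the mouse lines were not analysed here.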

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

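The tests of explanations were chosen after the values were seen, and so was quantile normalization of the values against M1-2; quantile normalization and left-out lines for the comparison with 3 lines had been fixed beforehand.

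Skeletal muscle markers had a median level of 7.00 in NHRI-HN1 against 3.79 in M1-2, 2.99 in M2-3 and 3.40 in NHRI-HN2, while the 8 keratinocyte markers at a log2 of 8 or more in M1-2 lay at a median of -9.53 against M1-2 (upper quartile -5.76); the paper names the myogenesis pathway in Fig. 4A and does not discuss it. A culture in which muscle cells only diluted the keratinocyte program of M1-2 up to 10-fold would leave these markers much higher, so such a mixture does not account for them. Quantile normalization left the muscle markers at a median of 3.75. The deposited arrays already stood at about 1 level, so this step could hardly change them and cannot judge the authors' own normalization. An array of another sample in place of NHRI-HN1 cannot be told from these data. NHRI-HN1 correlated with M1-2 at r = 0.927 and with NHRI-HN2 at 0.907, while NHRI-HN2 and its parent reached 0.976. M1-2 itself correlated slightly better with NHRI-HN2, from the other tumor, at 0.935. The paper's lower E-cadherin and higher Vimentin by immunoblot and sarcomatous tumors of NHRI-HN1 run the way of this array. The paper's pan-cytokeratin staining and higher Klf4 protein do not. The paper authenticated its mouse lines by Cox I and short tandem repeats, on DNA of the lines and not on this array. Of 3 measured sex chromosome genes, 2 were at least 2-fold higher in NHRI-HN1 than in M1-2 and 0 lower, which does not settle it. A change of state, or outgrowth of a cell of another lineage during sphere culture, could also give this pattern and was not tested. Only 2 of the 21 muscle markers were at least 2-fold higher in M1-2 than in both M2-3 and NHRI-HN2.

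The EMT list lay above the 3 lines together but not above M1-2. Low levels of these genes in M2-3 could set the direction, and the median without M2-3 was 0.05, which goes with this. M2-3 was already the lowest line for this list, so a smaller median was likely in any case. The enrichment score without M2-3 stayed positive, at 1.46 against 1.88 in the main comparison. The median thus depended largely on M2-3, while the direction is not shown to rest on it. Under quantile normalization the value against M1-2 was -0.20 too, which, as for the muscle markers, cannot judge the authors' normalization.

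Interferon-stimulated genes were high in NHRI-HN1. A large share of immune cells in the culture is unlikely as the source. The immune cell markers had a median level of 2.98, under the lower quartile of the array at 3.16. Of these 14 markers, 0 lay at least 2-fold above all 3 other lines, and 1 lay at least 2-fold above M1-2. A small share, or few types of immune cell, might not move this median and is not excluded. The interferon-alpha list had a median of 1.18 under quantile normalization, which again cannot judge the authors' normalization. Interferon made by the cells could not be judged: among 19 interferon genes the largest distance above the highest other line was 0.45, but only 1 of them rose above the array median in any line.

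The TNF-alpha list had a median of -0.68 from M1-2 to NHRI-HN1 and 0.61 from M2-3 to NHRI-HN2, a difference between the selections that was not tested.

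MHC class I genes had a median of -1.36 from M1-2 to NHRI-HN1 and 0.88 from M2-3 to NHRI-HN2, also not tested.

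Integrins and collagen receptors had medians of -1.02 and 0.57 for the same pairs of lines, also not tested.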

How the results depend on the processing

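The alternatives for the comparison with 3 lines were chosen before the results were seen, those for pairs of single arrays were added later, and which to name here only after the results. The lines pair by parent, and the fit with the tumor of origin as a block has 1 residual degree of freedom. The genes called higher and lower were 0 and 0 without an intensity trend and with the tumor of origin as a block; with a line left out they ranged from 0 to 370 and from 0 to 337, and genes at least 2-fold beyond all others from 1286 to 2034 above and 1158 to 2558 below. An estimated correlation ended all camera calls, those of the paper's lists (EMT 0.58, interferon-alpha 1.10, interferon-gamma 0.22, myogenesis 0.77, p53 -0.67, TNF-alpha -0.61, cholesterol -0.43) and the 7 others (0 left). With the block, or against M1-2 alone, the sign turned for EMT (-0.20), interferon-gamma (-0.02), UV (-0.075), late estrogen (0.02), fatty acid oxidation (0.14), MHC class I (-1.36), cornified envelope (0.16), smooth muscle (-2.81) and immune markers (-0.025); the early estrogen list passed at -0.27 with the block, and cholesterol was -0.84 against M1-2. For interferon-gamma and late estrogen only the median turned sign. Their enrichment scores against M1-2 kept the main direction, at 1.87 and -1.46, while those for EMT and UV turned, to -1.62 and -1.27. Cholesterol did not pass at -0.43 with quantile normalization, -0.50 without the dimmest genes and -0.43 without a trend. Smooth muscle was -0.10 with quantile normalization. The enrichment score had the other sign for fatty acid oxidation (1.25), chemokines (1.20) and the EGFR family (0.97). The distance ratio of NHRI-HN1 was 1.09 with genes scaled to unit variance. With 1 line left out, medians ranged from 0.05 to 1.04 for EMT, 0.12 to 0.36 for interferon-gamma, -0.42 to -0.23 for late and -0.40 to -0.28 for early estrogen, 0.03 to 0.49 for UV, -0.54 to -0.28 for cholesterol, -0.30 to 0.93 for proliferation, -0.73 to 0.17 for integrins, -0.38 to 0.055 for fatty acid oxidation, -0.24 to 1.12 for MHC class I and -0.83 to 1.28 for smooth muscle, and differences from -0.32 to 0.05 for Nanog, -0.20 to 0.09 for Prom1, -1.81 to 3.58 for Acta2, -0.81 to 2.17 for the H2-K1 difference, -1.12 to 2.07 for H2-D1 and -1.25 to 0.005 for Snai2. Against M1-2 alone or with the block, Cdh2 was -1.90, Snai2 1.19, Fn1 -1.06, Acta2 -3.35, H2-K1 -2.36 and H2-D1 -2.60.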

Differences from the paper's values

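The tests and alternatives in this part were fixed before the data were examined; only the choice of which to compare with the paper came after the results were seen.

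For the late estrogen response the normalized enrichment score was -1.69, against about -1.8 in Fig. 4A (read by eye, with a reading error of 0.1). The gap is barely wider than that error, and the reading is rounded to 2 digits, so the bar and the score are not clearly apart. Among the alternatives the score came within the error only without M1-2. The other 9 scores lay within the reading error in the comparison with all 3 lines, with gene lists that were not those of the paper. Several of them left it in other settings: with the tumor of origin as a block the EMT score was -1.62 and the UV score -1.27, of opposite sign.

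The paper lists UV response and both estrogen responses among the enriched pathways, while camera did not call these 3 lists here. The settings that changed this were the block by tumor of origin for the early response (adjusted p = 0.038), leaving out M2-3 for the early response (0.021) and leaving out M1-2 for the late response (0.024). Camera and the enrichment score are different tests. The gene lists differ too, but their enrichment scores lay near those read from Fig. 4A. They were 1.77 against 1.8 for UV, -1.64 against -1.7 for the early and -1.69 against -1.8 for the late response. The difference thus lies more in the test than in the lists.

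The paper describes the 3 non-tumorigenic lines as 1 cluster from which NHRI-HN1 is slightly separated. Over all genes here M1-2 was nearest to NHRI-HN2, at 187, which runs the paper's way, but was 195 from NHRI-HN1 and 227 from M2-3. The paper's set of genes and scaling for its principal components are not given in the sources used here.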

Other observations

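The comparisons of single lines and the genes marked below were chosen after the results were seen.

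The parents differed in kind. Set against the 3 other lines, M1-2 was high in smooth muscle and myofibroblast markers (median 4.06; camera, adjusted p = 5.3e-06; adjusted p = 0.78 with an estimated correlation) and low in proliferation genes (median -2.17; camera, adjusted p = 1.7e-22; adjusted p = 0.69 with an estimated correlation). M2-3 was high in keratinocyte markers (median 6.00; camera, adjusted p = 5.2e-04; adjusted p = 0.67 with an estimated correlation) and low in the EMT list (median -1.50; camera, adjusted p = 5.0e-16; adjusted p = 0.42 with an estimated correlation) and in fibroblast markers (median -2.72; camera, adjusted p = 1.9e-09; adjusted p = 0.42 with an estimated correlation).

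The mRNA of proteins measured in the paper went in several directions. The paper reports pan-cytokeratin staining of NHRI-HN1; of 49 keratin genes, 0 reached a log2 of 8 in NHRI-HN1, where the highest was Krt12 at 5.61, against 3 in M1-2 and 4 each in M2-3 and NHRI-HN2. Egfr was 6.26 in NHRI-HN1 and 6.38 in M1-2. Nanog and Klf4, higher by protein in the paper, were 3.91 and 4.93 in NHRI-HN1 and 4.32 and 10.40 in M1-2. Sox2 fell by 7.95 against the 3 other lines together (standard error 0.60, adjusted p = 0.034 from limma), and was 3.85 in NHRI-HN1 and 11.90 in M1-2. Prom1 was 3.17 and 3.62, near the dimmest signals, and Cd44 was 14.24 and 17.89. Acta2 was 15.74 in NHRI-HN1 and 19.09 in M1-2, while the paper found no staining of its protein.

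Of 19 stemness-related genes Sox2 fell and none rose (3 and none adjusted over the list alone), with a median of -0.15 and a mean of -1.39 (camera, adjusted p = 0.027; adjusted p = 0.72 with an estimated correlation). The call also ended without M1-2 (median -0.08; camera, adjusted p = 0.083) and without an intensity trend (camera, adjusted p = 0.0502). It held, with a larger median, without M2-3 (-0.26; camera, adjusted p = 0.015), without NHRI-HN2 (-0.32; camera, adjusted p = 0.0098), with quantile normalization (-0.26; camera, adjusted p = 0.013), with the tumor of origin as a block (-0.41; camera, adjusted p = 0.0052) and without the dimmest genes (-0.60; camera, adjusted p = 0.018). Limma called none of 19 genes of ERK output (5 higher and 3 lower at an unadjusted p under 0.05, 2 and 2 adjusted over the list alone), with a median of 0.42 (camera, adjusted p = 0.24). The median was 1.05 without M1-2 and 0.28 with the tumor of origin as a block. Against M1-2, 7 of these genes were at least 2-fold higher, such as Spry2 at 13.20 against 7.88 and Etv1 at 12.33 against 5.29, and 6 at least 2-fold lower, such as Ier3 by a difference of -6.56. Proliferation genes had a median of 0.43 (camera, adjusted p = 0.27) and of 1.92 with the tumor of origin as a block, which passed (camera, adjusted p = 1.8e-14), as did the list without M2-3 (camera, adjusted p = 0.0086). Without M1-2 the sign turned, to -0.30 (camera, adjusted p = 0.095).

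The differences of the 2 sphere-selected lines from their parents were uncorrelated across genes (r = -0.0016). From parent to selected line, 347 genes were at least 2-fold higher in both and 227 lower in both, against 153 and 135 for independent lists. Another 358 were lower in NHRI-HN1 and higher in NHRI-HN2, and 160 the reverse, against 155 and 133. The expected counts let every gene vary alike, and each difference is between single arrays, so the excess over them shows no change shared by the selections.

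Other lists did not pass camera in the comparison with all 3 lines. Their medians and adjusted p were 0.17 and 0.070 for inhibitory ligands of immune cells, -0.16 (mean 0.08) and 0.75 for chemokines, -0.56 (mean 0.05) and 0.50 for the EGFR family, -0.28 and 0.67 for cornified envelope genes, -0.60 and 0.52 for integrins, -0.30 and 0.070 for glycolysis, -1.35 and 0.11 for NRF2 targets, 0.06 and 0.52 for smooth muscle markers, 0.36 and 0.50 for endothelial markers, -0.17 and 0.60 for neural crest markers and 0.54 and 0.070 for ribosomal proteins. Some passed in other settings. With the tumor of origin as a block, ribosomal proteins were at 0.76 (camera, adjusted p = 4.3e-05), glycolysis at -0.37 (camera, adjusted p = 0.046) and smooth muscle markers at -2.81 (camera, adjusted p = 0.028), while without M1-2 smooth muscle markers passed in the other direction, at 1.28 (camera, adjusted p = 0.044). Ribosomal proteins and glycolysis also passed without M2-3 (camera, adjusted p = 0.020 and 0.030), NRF2 targets without M1-2 (camera, adjusted p = 0.0037) and inhibitory ligands without NHRI-HN2 (camera, adjusted p = 0.034). The medians of these lists depend on the lines used. With 1 line left out they ranged from 0.26 to 0.64 for inhibitory ligands (0.02 with the block and 0.37 without the dimmest genes), -0.30 to -0.085 for chemokines and -0.385 to -0.0775 for cornified envelope genes. Without NHRI-HN2 they were -0.16 for glycolysis, -0.36 for the EGFR family and -0.04 for neural crest markers; with the block they were -0.18 for the EGFR family, -0.36 for NRF2 targets, 0.20 for endothelial and -0.05 for neural crest markers.

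Some genes outside the naming rule were chosen after their values were seen. Myf5, a myoblast transcription factor, rose by 8.12 (adjusted p = 0.045 from limma), and Hoxa10 by 7.13 (adjusted p = 0.045 from limma). The imprinted gene Igf2 was 16.75 in NHRI-HN1 and 12.23 in M1-2. Cdkn2a, a tumor suppressor locus, was 2.31 in NHRI-HN1 and 10.34 in M1-2.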
